# Mouse microglia express unique miRNA-mRNA networks to facilitate age-specific functions in the developing central nervous system

**DOI:** 10.1038/s42003-023-04926-8

**Published:** 2023-05-22

**Authors:** Alexander D. Walsh, Sarrabeth Stone, Saskia Freytag, Andrea Aprico, Trevor J. Kilpatrick, Brendan R. E. Ansell, Michele D. Binder

**Keywords:** Microglia, Gene regulatory networks, Neuroimmunology

## Abstract

Microglia regulate multiple processes in the central nervous system, exhibiting a considerable level of cellular plasticity which is facilitated by an equally dynamic transcriptional environment. While many gene networks that regulate microglial functions have been characterised, the influence of epigenetic regulators such as small non-coding microRNAs (miRNAs) is less well defined. We have sequenced the miRNAome and mRNAome of mouse microglia during brain development and adult homeostasis, identifying unique profiles of known and novel miRNAs. Microglia express both a consistently enriched miRNA signature as well as temporally distinctive subsets of miRNAs. We generated robust miRNA-mRNA networks related to fundamental developmental processes, in addition to networks associated with immune function and dysregulated disease states. There was no apparent influence of sex on miRNA expression. This study reveals a unique developmental trajectory of miRNA expression in microglia during critical stages of CNS development, establishing miRNAs as important modulators of microglial phenotype.

## Abstract (web summary)

Microglial miRNA signatures are characterised in the developing mouse brain, with specific miRNA-mRNA networks being associated with CNS development, immune function and dysregulated disease states.

## Introduction

Microglia are dynamic regulators of the central nervous system (CNS) where they support early development, adult homoeostasis and immune function. Following embryonic colonisation of the brain, microglia regulate neurogenesis, synaptogenesis and myelination via both the clearance (efferocytosis) of immature cells and synapses, and secretion of trophic factors^1–4^. In the adult brain, microglia continue to regulate existing neural networks, as well as supporting neurogenic niches and oligodendrocyte precursor cell pools^5,6^. Adult microglia adopt a ramified phenotype and extend processes to survey the local environment and maintain tissue homoeostasis^7,8^. Upon interaction with pathological stimuli, microglia can rapidly shift their phenotype to initiate apoptotic clearance and cytokine signalling to suppress inflammation and promote a neuroprotective environment^9^.

Given the broad spectrum of phenotypes and activities of microglia in the healthy CNS, appropriate microglial function is heavily dependent upon precise regulation of gene expression. Consequently, genetic dysregulation of microglial biology is implicated in numerous neurological disorders. Chronically activated ‘neurotoxic’ microglia have been identified as a hallmark of neurodegeneration and autoimmunity, with key genes and signalling pathways explicitly linked to the pathology of multiple sclerosis (MS), amyotrophic lateral sclerosis (ALS), Alzheimer’s disease (AD) and Huntington’s disease (HD)^10^. Perturbed microglial activity is also implicated in neurodevelopmental disorders including autism spectrum disorder (ASD), schizophrenia and epilepsy^11–14^.

Multiple sequencing studies of microglial populations have captured genetic and epigenetic networks that regulate cell identity and define microglial phenotypes in the healthy and diseased brain^15–19^. In addition, comprehensive profiling has identified distinct programmes of gene expression that tightly regulate developmental phenotypes and age-specific microglial functions^20,21^. Pre-natal and early postnatal microglia are highly reactive and adopt an amoeboid morphology similar to that of adult-activated microglia during inflammation and disease. However, there is no strong gene expression overlap between these cell subsets, indicating that developmental microglia are a distinct cell population that uniquely contribute to CNS development. These studies highlight the multiplicity of transcriptional programmes which can be activated by microglia in response to normal development or pathological challenge. An important question then arises as to how these transcriptional programmes are controlled? One strong potential candidate is the class of small RNAs known as microRNAs (miRNAs).

miRNAs are small (18–22 bp) non-coding RNAs that act as negative post-transcriptional regulators of gene expression^22^. Mature miRNAs are integrated into a catalytic complex that binds to target mRNAs and triggers degradation or stalled translation of the target mRNA transcript^23^. Ubiquitous in the mammalian genome, miRNAs regulate fundamental processes including cell differentiation, proliferation and immune homeostasis^24,25^. Tissue-specific sequencing of miRNAs has revealed that ubiquitously expressed miRNAs are less common than previously predicted and emphasise the importance of cell-specific studies to capture accurate miRNA profiles^26^. Normal specification of microglia is known to be reliant upon miRNAs. Conditional knockout of Dicer in microglia ablates the miRNA biogenesis pathway, which results in perturbation of microglia and induces hyper-responsiveness to inflammatory stimuli^27^. In addition, specific miRNAs have a profound influence on microglial biology. For example, miR-155 and miR-124 have been identified as ‘master regulators’ of activated and quiescent microglia, respectively^28–30^. However, much of the evidence for miRNA-mediated regulation of microglia stems from studies of adult mice, and thus the role of miRNAs in regulating developmental microglial functions are not as well understood. Further, studies of the miRNAome are often limited in their ability to predict transcriptional effects, as they rely on in silico predictions of miRNA–mRNA interactions rather than integrated network analyses.

In this study, we have characterised the miRNAome of microglia in male and female mice at three developmental timepoints: postnatal days 6, 15 and 8 weeks. These timepoints represent critical stages in CNS development in the mouse. We identified a unique microglial miRNA profile compared with other CNS cell types. Differential expression analysis identified age-specific subsets of miRNA expression, suggesting a gene regulatory programme that influences microglial biology during development. Unexpectedly, we did not observe any sex-specific differential miRNA expression, and found only a modest difference in mRNA expression, indicating that microglia are not necessarily innately different between sexes during development. Integrated miRNA–mRNA expression analyses identified over 200 mRNAs that were negatively correlated with enriched microglial miRNAs, and that were predicted to target key neurodevelopmental processes, including neurogenesis, axonal guidance and myelination. These data provide a unique profile of the microglial transcriptome and its epigenetic regulation, providing insight into the role of microglial miRNAs in regulating microglial developmental programmes.

## Results

### Isolation of highly pure microglial populations via CD45^+ve^ immunopanning

To explore the role of microglial enriched miRNAs and their influence on gene regulatory networks during CNS development, we sequenced and analysed the miRNA and mRNA transcriptomes of CD45^+ve^ microglia isolated from three age groups of C57Bl/6 mice (P6, P15, 8 weeks) as well as the miRNA expression of the CD45^−ve^ bulk CNS cells (primarily comprised of neurons, oligodendrocytes and astrocytes) (Fig. 1). qPCR expression analyses demonstrated that microglial-specific markers such as *Tmem119* and *Cx3cr1* were highly expressed by purified CD45^+ve^ cells (Supplementary Fig. 1a). In addition, because CD45 is expressed by non-microglial cells, including monocytes and macrophages, we further assessed the purity of immunopanned samples with CIBERSORTx. 

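CD45+ve microglia were collected by immunopanning, in which dissociated brain cells attach to a dish coated with an antibody against CD45 and unattached cells are washed away. Each mouse gave 1 mRNA library. According to the paper, directional libraries were sequenced as paired-end reads on an MGISEQ2000-RS, the reads were aligned to GRCm38/mm10 with STAR, and the fragments on each gene were counted by strand with featureCounts. The authors deposited these raw counts for 55401 genes in 35 mice. The mice fell into 6 groups of age and sex, with 6 females and 6 males at P15, 6 females and 6 males at 8 weeks, and 5 females and 6 males at P6. The paper left out the mouse that was an outlier on its MDS plot, P6 female 6, and plotted 34 mice. Values are therefore given first over these 34 mice (10 at P6, 12 at P15 and 12 at 8 weeks) and then with P6 female 6 included. Between 23316107 and 38965078 fragments per mouse were counted on genes, with a median of 32742525 over the 35 mice. The median was 33633757 in P6 females, 34532106 in P6 males, 31541481 in P15 females, 30539944 in P15 males, 34302746 in 8-week females and 30052532 in 8-week males. At this depth 3 counts, taken as the smallest detectable level, corresponded to between 0.0770 and 0.129 CPM, a floor that covers counting error alone. From the counts, genes with at least 0.5 CPM in at least 5 mice were kept and library sizes were scaled by the TMM method. Groups were compared in a single edgeR quasi-likelihood fit with 1 mean per age and sex group. Genes were called differentially expressed when their change exceeded 2-fold at an FDR below 0.05 (glmTreat, two-sided, Benjamini-Hochberg adjustment), and the change of a single named gene was tested against no change (glmQLFTest, two-sided). Spreads are standard deviations (SD) between mice.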

RNA-seq gene expression was compared to single-cell microglial datasets generated across the mouse lifespan^20^. 

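CIBERSORTx estimates the share of each cell type in a mixed RNA sample by fitting its expression profile with a signature built from single cells. The single-cell signature was not used here and the shares were not recomputed. The same libraries were instead read for the mean log2 CPM of marker sets. The set of 6 microglial markers (among them Tmem119, P2ry12 and Sall1) averaged 10.23 ± 0.31 (SD, n = 10 mice) at P6, 11.75 ± 0.33 (n = 12) at P15 and 11.92 ± 0.14 (n = 12) at 8 weeks. The set of 9 monocyte and macrophage markers (Mrc1, Pf4, F13a1, Cd163, Lyve1, Ms4a7, Ccr2, Ly6c2 and Plac8) averaged 4.75 ± 0.28, 4.91 ± 0.37 and 4.72 ± 0.29 at these ages. Microglial markers were higher at 8 weeks than at P6 by 1.69 on the log2 scale (two-sided permutation test with 100000 permutations, p = 1e-05, the smallest they can give; 3.2e-05 after Benjamini-Hochberg adjustment over 45 comparisons between ages), and all 12 mice at 8 weeks lay above every P6 mouse. For monocyte and macrophage markers, the change from P6 to 8 weeks of −0.035 was smaller than the spread between mice (permutation test, p = 0.772; adjusted p = 0.772). Markers of neutrophils and lymphocytes, a separate set, did rise. With P6 female 6 included, P6 averaged 10.12 ± 0.52 for microglial markers and 4.66 ± 0.44 for monocyte and macrophage markers, with 8.82 and 3.60 in that mouse, and the latter change became 0.065 (permutation test, p = 0.688). Ptprc (ENSMUSG00000026395), the protein-coding gene for CD45 itself, lies on chromosome 1 of GRCm38/mm10 from 138062861 to 138175708. Its level was 117 ± 42.0 CPM at P6, 152 ± 48.3 CPM at P15 and 317 ± 102 CPM at 8 weeks, a log2FC of 1.58 from P6 to 8 weeks (standard error 0.222, FDR = 1.59e-07). With P6 female 6, in which it was 38.9 CPM, the log2FC was 1.66. In a fit chosen after the data were seen, with the level of neural markers as a covariate, the log2FC was 0.66. The level of neural markers did not overlap between P6 and 8 weeks, so this fit cannot separate age from RNA of neural cells. Markers of neurons (Syt1, Nefl, Snap25, Stmn2, Rbfox3 and Tubb3) were also detected, with a mean log2 CPM of 5.77 ± 0.52 at P6, 5.47 ± 0.80 at P15 and 3.95 ± 0.69 at 8 weeks. Markers of neural progenitors and immature neurons (Dcx, Sox11, Eomes, Dlx2, Dll1, Neurod1, Tubb2b, Gap43 and Sp8) averaged 5.92 ± 0.69, 3.86 ± 0.94 and 1.62 ± 0.48. P6 female 6 had the highest level of neuron markers of all 35 mice, 7.53.

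**Figure D1:**
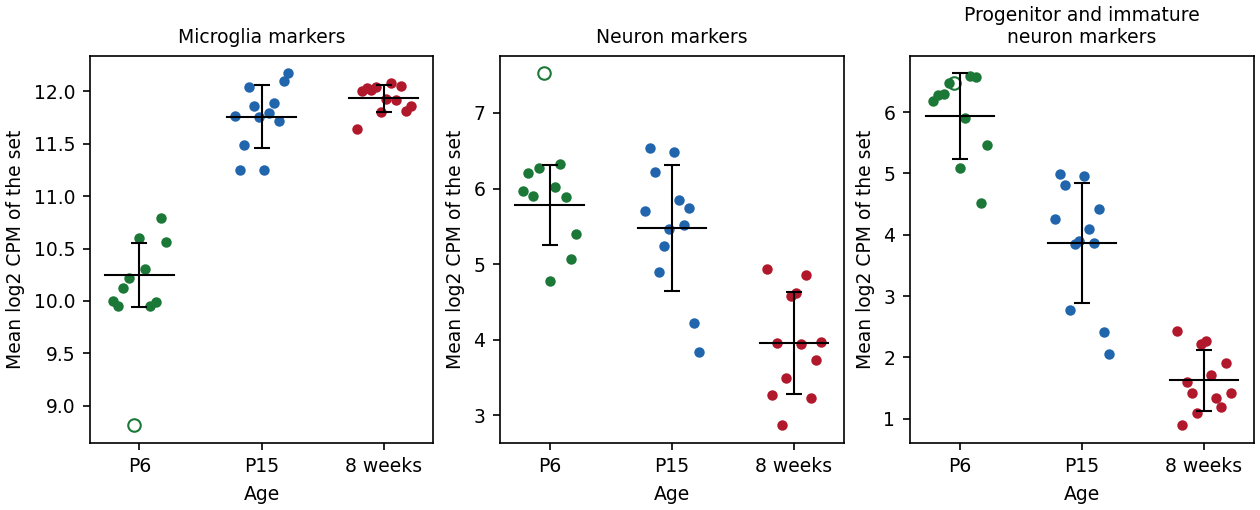
Mean log2 CPM of the microglial, neuronal and neural progenitor marker sets in each mouse by age. Filled points are the 34 mice the paper plotted, the open point is P6 female 6, and bars are the mean and SD of the filled points. Microglial markers rose from 10.23 at P6 to 11.92 at 8 weeks, and P6 female 6 lies below the other P6 mice for them and above these mice for neuron markers.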

CIBERSORTx analysis indicated an average of 2.8% non-microglial (monocyte/macrophage) contamination per sample (Supplementary Fig. 1b).

**Fig. 1:**
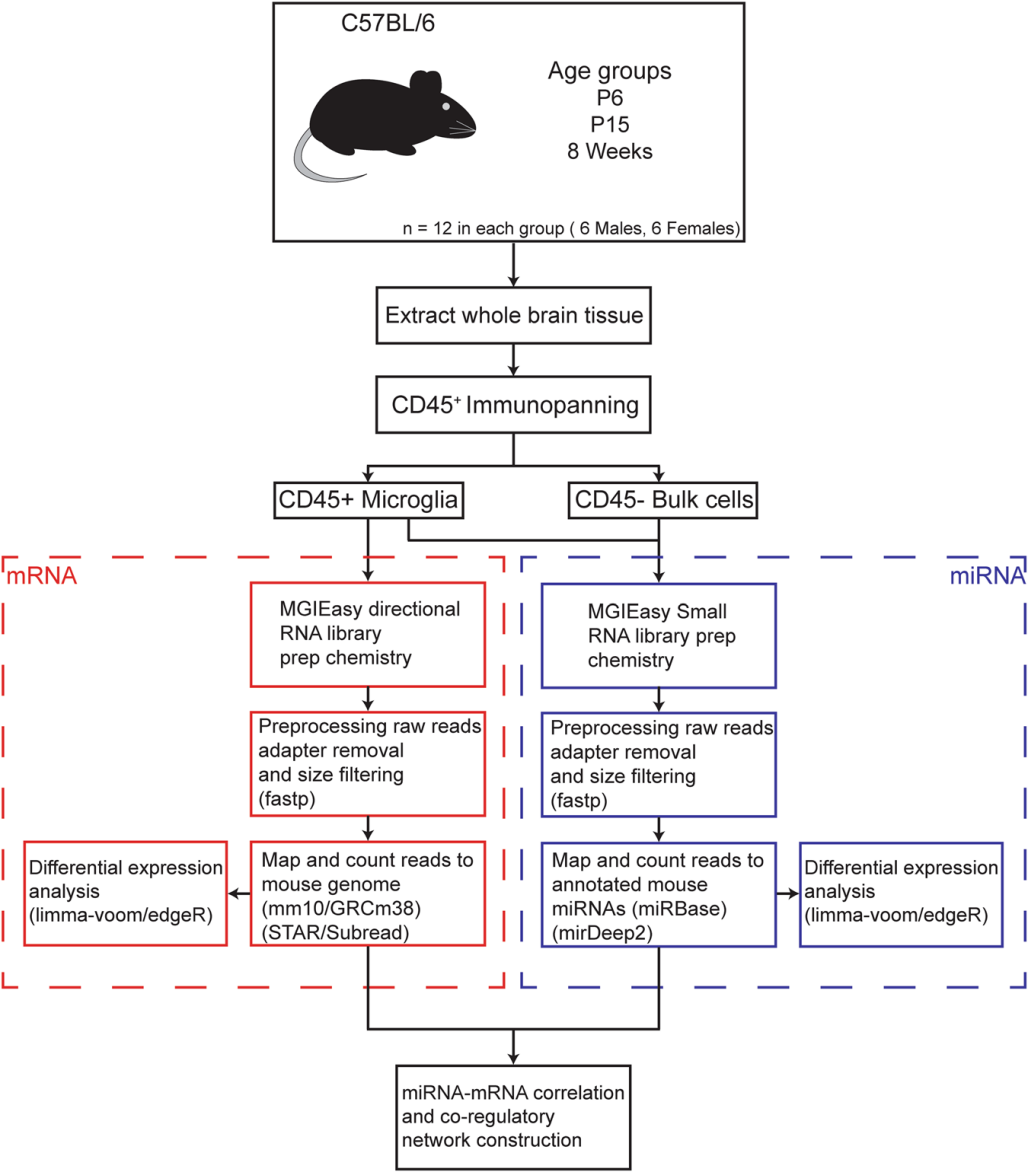
miRNA/mRNA sequencing and analysis workflow. Whole brains of three groups of C57Bl/6 mice (*n* = 12) were processed and CD45^+ve^ microglia were isolated via immunopanning. Microglia and CD45^−ve^ bulk cell populations were sequenced for miRNA expression and analysed for differential expression using the edgeR/limma-voom pipeline. In addition, mRNA expression was sequenced in microglial populations and normalised read counts were correlated with miRNA data to construct miRNA–mRNA coregulatory networks.

Multidimensional scaling (MDS) analysis of miRNA sequencing libraries identified strong separation of sample populations by both cell type (microglia vs CD45^−ve^ bulk) as well as age (Fig. 2a). Overall, 1073 unique miRNAs were expressed across all mice, with a minimum count per million (CPM) of 1 in at least 5 samples. Sequencing of microglial mRNA transcriptomes identified 15,660 robustly expressed transcripts (minimum CPM of 0.5 in at least five samples), and MDS analysis revealed a similarly strong separation of samples by age (Fig. 2b). 

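Of the genes counted, 17612 had at least 0.5 CPM in at least 5 of the 34 mice. In the GENCODE annotation 14787 of these were protein-coding, 597 were predicted transcripts awaiting experimental testing, 516 were processed pseudogenes, 510 were long intergenic non-coding RNAs and 447 were antisense transcripts. With P6 female 6 included, 17697 genes passed the filter. The number moved most when at least 10 counts were required in every mouse, which left 13655 genes. Separation by age was measured on leading log2FC distances, the root mean square of the 500 largest log2FC between each pair of mice. Differences between ages made up 53.8% of the summed squared distance between mice (permutation test with 100000 permutations of the age labels, p = 1e-05, the smallest they can give). The share was 53.2% over all 35 mice, and the alternative that moved it most, using the same 500 most variable genes for every pair, gave 78.1%.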

Amongst the most highly expressed microglial miRNAs and mRNAs were genes previously associated with microglial identity and homeostasis, including *Cx3cr1*, *Csf1r*, *Hexb, Sparc*, miR-124, let-7 and miR-29b (Supplementary Table 1).

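Levels were compared as the mean of the 3 age means of log2 CPM. Csf1r (ENSMUSG00000024621, protein-coding, chromosome 18 of GRCm38/mm10 from 61100598 to 61132149) ranked 3 of all genes, at 12.83. Its level was 4097 ± 940 CPM (SD, n = 10) at P6, 9980 ± 2352 CPM (n = 12) at P15 and 9915 ± 1633 CPM (n = 12) at 8 weeks. Cx3cr1 (ENSMUSG00000052336, protein-coding, chromosome 9 from 119901616 to 120069879) ranked 9, at 12.04, with 2545 ± 606 CPM, 4991 ± 1204 CPM and 6262 ± 632 CPM at these ages. Sparc (ENSMUSG00000018593, protein-coding, chromosome 11 from 55394500 to 55423183) ranked 12, at 11.88, with 1956 ± 388 CPM, 6756 ± 1267 CPM and 4271 ± 641 CPM. In P6 female 6, the level was 1546 CPM for Csf1r, 897 CPM for Cx3cr1 and 1167 CPM for Sparc. The rise from P6 to 8 weeks had a log2FC of 1.30 for Csf1r (standard error 0.132, FDR = 2.51e-10), 1.33 for Cx3cr1 (standard error 0.128, FDR = 7.27e-11) and 1.16 for Sparc (standard error 0.112, FDR = 8.45e-11). Over all 35 mice these log2FC were 1.38 for Csf1r, 1.42 for Cx3cr1 and 1.20 for Sparc. The neural marker covariate, chosen after the data were seen, moved them most, to 0.13 for Csf1r, 0.079 for Cx3cr1 and 0.26 for Sparc. That covariate did not overlap between P6 and 8 weeks, so these values cannot separate age from RNA of neural cells. Of the 15 mRNAs in Supplementary Table 1, 14 were among the 15 highest transcripts here. The remaining mRNA, Serinc3, ranked 16, because CT010467.1, annotated as an rRNA, took rank 1.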

**Fig. 2:**
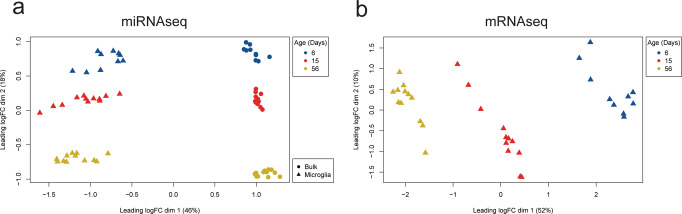
MDS analysis of isolated samples identifies strong clustering by sample age and cell type status. MDS clustering of **a** miRNA sequencing data (CD45^+ve^ microglia and CD45^−ve^ bulk samples) and **b** mRNA sequencing data (microglia only) were performed for 34 mice. miRNA samples clustered by both age (in days) and cell type. Similarly, mRNA sequenced microglia mRNA samples were strongly separated by developmental age.

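On the MDS plot of the 34 mice, dimension 1 accounted for 48.8% of the variance and dimension 2 for 9.02%. Along dimension 1, mice at 8 weeks lay between −2.25 and −1.58, mice at P15 between −0.86 and 0.47, and mice at P6 between 1.63 and 2.80, so that no age group overlapped another. Along dimension 2, the P15 mice spread from −1.69 in female 2 to 1.30 in male 6. When P6 female 6 was included, dimension 1 accounted for 48.9% and dimension 2 for 9.15%. That mouse then lay at 2.62 on dimension 1, among the other P6 mice, and at −1.13 on dimension 2, where the other P6 mice lay between −0.20 and 1.72. The share of dimension 1 was moved most by using the same 500 most variable genes for every pair, which gave 75.7%.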

### Developmental microglia express a common miRNA signature and subsets of temporally dynamic miRNAs

A primary aim of this study was to characterise miRNAs enriched in microglia relative to other CNS cell types. To do this, we first undertook a general miRNA enrichment analysis (pooling and comparing all CD45^+ve^ microglial samples to all CD45^−ve^ bulk samples, controlling for age, sex and mouse ID) which identified 213 miRNAs as upregulated in microglia (Fig. 3a). The most highly enriched miRNAs included many that were previously defined as important in regulating microglial identity, including miR-142a-5p, miR-223-3p and miR-146a-3p. Also identified as highly enriched were miR-1895, miR-511-3p and miR-6983-5p, which have less well-defined functions in microglia (Fig. 3a). Next, we performed the enrichment analysis within each age group to generate age-specific miRNAomes (Supplementary Data 1). Two hundred and ninety-nine miRNAs were defined as enriched in at least one age group, with 84 enriched at all ages, indicative of a common signature of microglial miRNA expression (Fig. 3b). The top ten enriched miRNAs in each age group are presented in Supplementary Table 2. Conversely, 129 miRNAs were enriched in a single age group, with 68 of these specific to adult cells (Fig. 3b). To validate expression of top enriched candidates, we performed qPCR of selected miRNAs, confirming strong upregulation of four miRNAs in 8-week-old mice; miR-223, miR-146a-5p, miR-455-3p, miR-511-3p (Fig. 3c). We extended this analysis via qPCR at P6, P15 and 12 weeks, observing consistent expression of these miRNAs across microglial development and into adulthood (Supplementary Fig. 2). Extended qPCR analysis also validated specific patterns of observed temporal miRNA expression, including examples of candidates enriched across all ages (miR-21a-3p), enriched specifically at P6 and P15 (miR-29a-3p, miR-29b-3p, miR-3473b) and exhibiting increased expression (and enrichment) throughout development (miR-10a-5p) (Fig. 3d). Overall, this enrichment analysis identified commonly enriched as well as age-specific miRNAs that contribute to the developmental miRNAome of microglia.

**Fig. 3:**
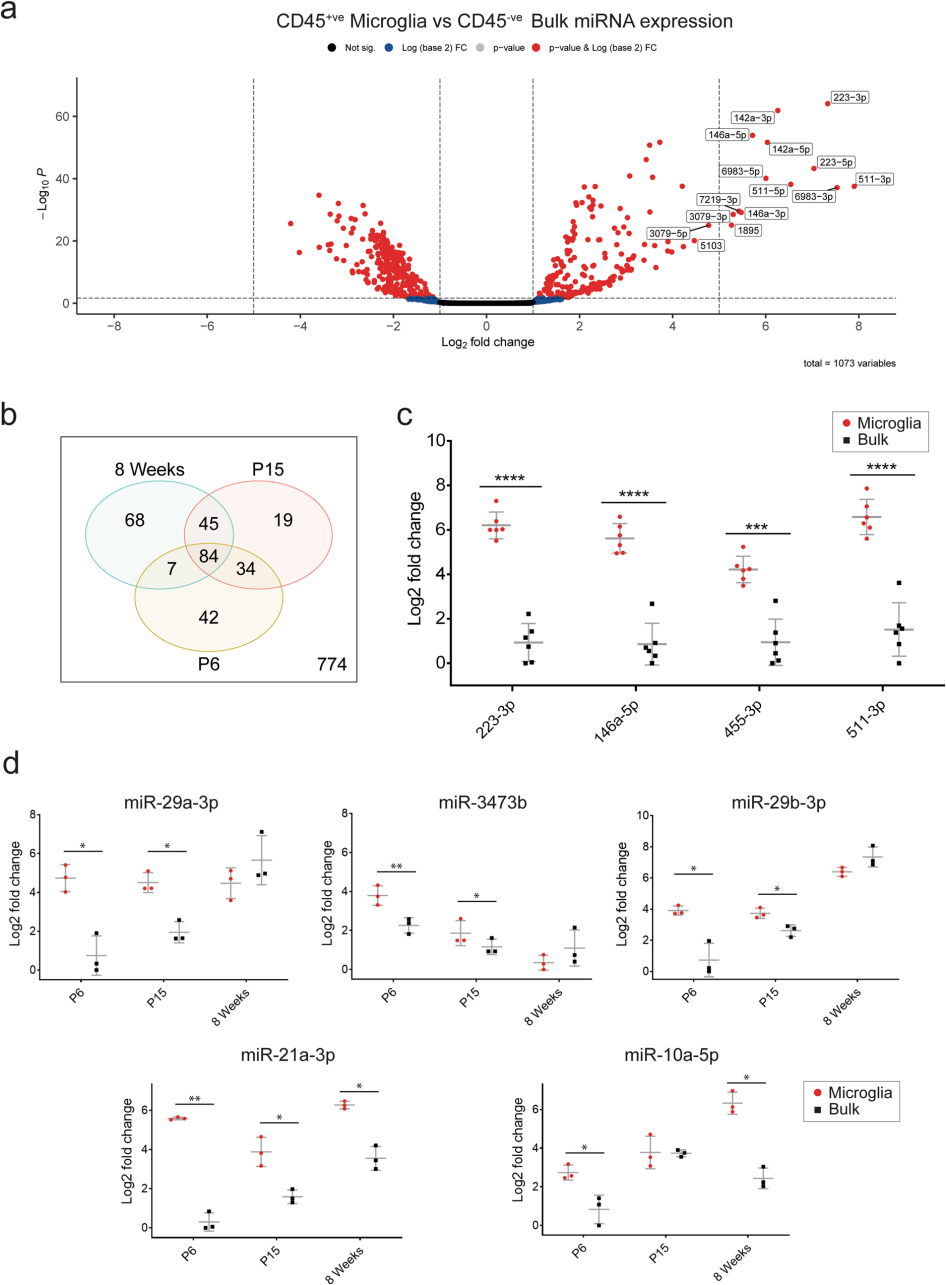
Microglia express unique developmental profiles of miRNA expression compared to surrounding CD45^−ve^ bulk cells. **a** Volcano plot of differential miRNA expression between pooled microglia samples and CD45^−ve^ bulk samples correcting for age and sex. 213 of 1073 miRNAs were observed to be upregulated in microglia (absolute log_2_FC > 1, FDR < 0.05). Top 15 upregulated miRNAs (by log2 fold change) in microglia are labelled. **b** Venn diagram comparing subsets of enriched miRNAs (microglia vs CD45^−ve^ bulk) in each age group (absolute log_2_FC > 1, *P* < 0.05). Two hundred and ninety-nine miRNAs were observed as upregulated in at least one age group, with 84 consistently upregulated at every age. **c** qPCR validation of selected miRNA candidates in 8-week-old mice (*n* = 6 in each group). Data were analysed by paired t tests comparing microglia and CD45^−ve^ bulk group expression for each tested miRNA. **d** qPCR validation of selected miRNA candidates across three age groups, P6, P15 and 8 weeks (*n* = 3 in each group). Data were analysed by paired *t* test comparing microglia and CD45^−ve^ bulk expression within each age group. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. qPCR data are presented as mean ± SD.

### mRNA–miRNA regulatory network analysis identifies age-specific microglial biology that contributes to CNS development

To characterise the gene regulatory networks potentially regulated by age-specific miRNAomes in microglia, we correlated the expression of microglial-enriched miRNAs and all expressed mRNA transcripts from isolated microglia populations (Figs. 4–6). Given that miRNAs are canonically negatively correlated with their mRNA targets, we selected putative miRNA–mRNA pairs that were strongly negatively correlated (*R*^2^ > 0.8, FDR < 0.05). miRNA–mRNA pairs were further filtered for experimental evidence of interaction as reported in the existing literature and relevant databases (collated by multiMiR) and constructed into ‘high confidence’ miRNA–mRNA regulatory networks for each age group (Figs. 4a, 5a and 6a). 

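The miRNA libraries were not analysed here, so only the mRNA side of each pair is described. The paper's supplementary list gives R and a p for 3992 pairs, and in each the R and the p together imply 34 samples, the number of mice over all 3 ages. Of the paper's pairs, 819 are listed for both 8 weeks and P15, and all 819 carry the same R in both lists. For the 232 mRNA targets listed for the 8-week and P15 networks, the share of the variance of log2 CPM that lay between ages was therefore computed over the 34 mice. Its median was 86.9%, with quartiles of 81.8% and 93.8%. In 10000 random lists of 232 genes matched on mean expression the median was 47.0%, with 95% of the lists between 41.4% and 52.8%, which placed the targets at percentile 100. Over all 35 mice the median was 86.2%, and across the alternatives tried it stayed between 86.2% and 87.6%. The targets were selected by the paper from correlations in these same libraries, so their percentile describes that selection and is not an independent test.

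**Figure D2:**
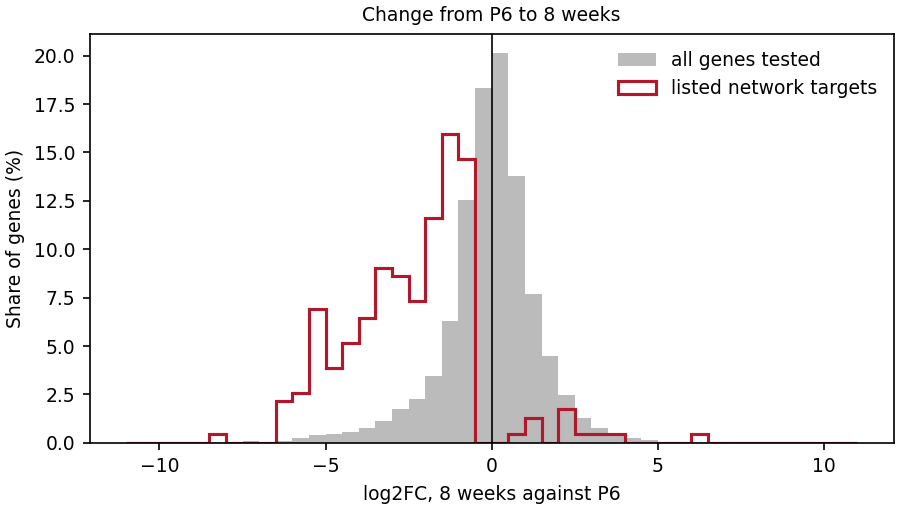
Distribution of the log2FC from P6 to 8 weeks for the 232 listed network targets (red line) and for all 17612 genes tested (grey bars), each as a percentage of its own number of genes. The median of the targets was −2.19.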

We measured the expression of several mRNA targets represented in these networks via qPCR, validating their significant negative correlations (Supplementary Fig. 3). 

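The target lists of the 8-week network held 170 mRNAs and that of the P15 network 182, with 120 in both and 232 in all. The list of the P6 network was used here only in part, and the 71 targets read from it were all among the 232. All 232 passed the filter on low counts. Between P6 and 8 weeks, 220 of the 232 were lower at 8 weeks at an FDR below 0.05 over all genes tested, and the same 220 when adjusted over the list alone, which shows no stability because the list comes from these libraries. Past the 2-fold threshold, 172 were lower. Their median log2FC was −2.19. The 12 remaining targets were higher at 8 weeks, 11 of them past 2-fold. Between P6 and P15, 220 targets were lower and 11 higher, and between P15 and 8 weeks, 216 were lower (217 when adjusted over the list) and 12 higher. With P6 female 6 included, 220 were lower and 12 higher at 8 weeks than at P6. Of the alternatives set in advance, the 2-fold threshold moved this number most over the same targets. For the targets of the 8-week network alone it was 165 of 170, and at least 10 counts in every mouse gave 200 of the 211 targets that were left. With neural marker level as a covariate, an alternative chosen after the data were seen, 176 were lower. All progenitor markers in that covariate except Neurod1 are among the 232 targets, so their change is partly built into the model. The covariate also did not overlap between P6 and 8 weeks, so this fit cannot separate age from RNA of neural cells.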

Overall, 24 miRNAs and 234 target mRNA genes were represented in the constructed networks.

**Fig. 4:**
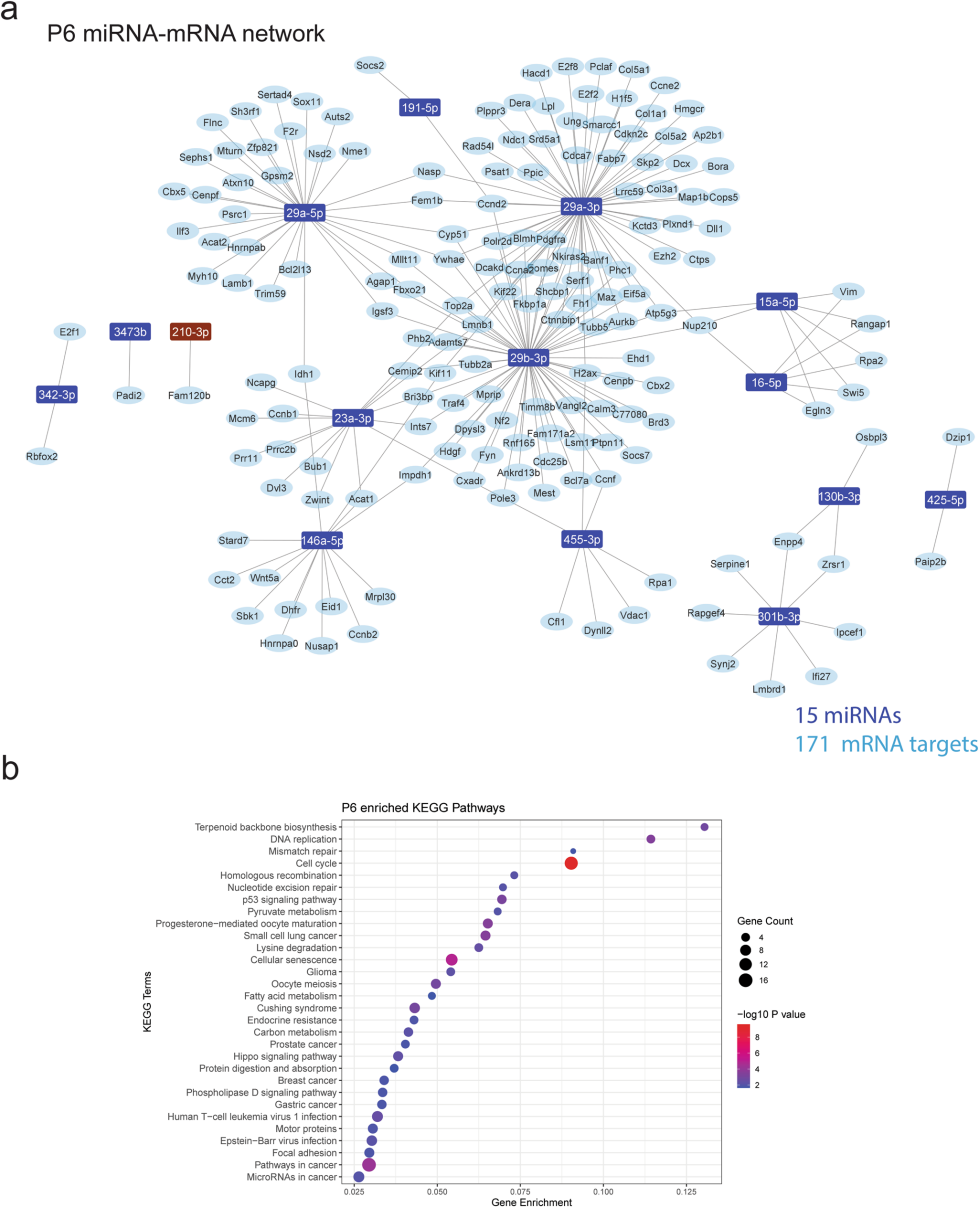
miRNA–mRNA coregulatory network highlights important CNS processes regulated by P6 microglia. **a** miRNA–mRNA regulatory networks were constructed from negative correlations (*R*^2^ > 0.8, FDR < 0.05) between miRNA and mRNA expression data generated from P6 microglia and validated with external evidence for interaction. miRNA(s) highlighted brown are unique to the P6 network. **b** KEGG enrichment dot plots were generated from target genes in the network. Top 30 pathways/terms (by *P* value) are represented in each plot and ordered by Gene Enrichment score (number of genes in the dataset represented in the gene set divided by the total number of genes in the gene set).

**Fig. 5:**
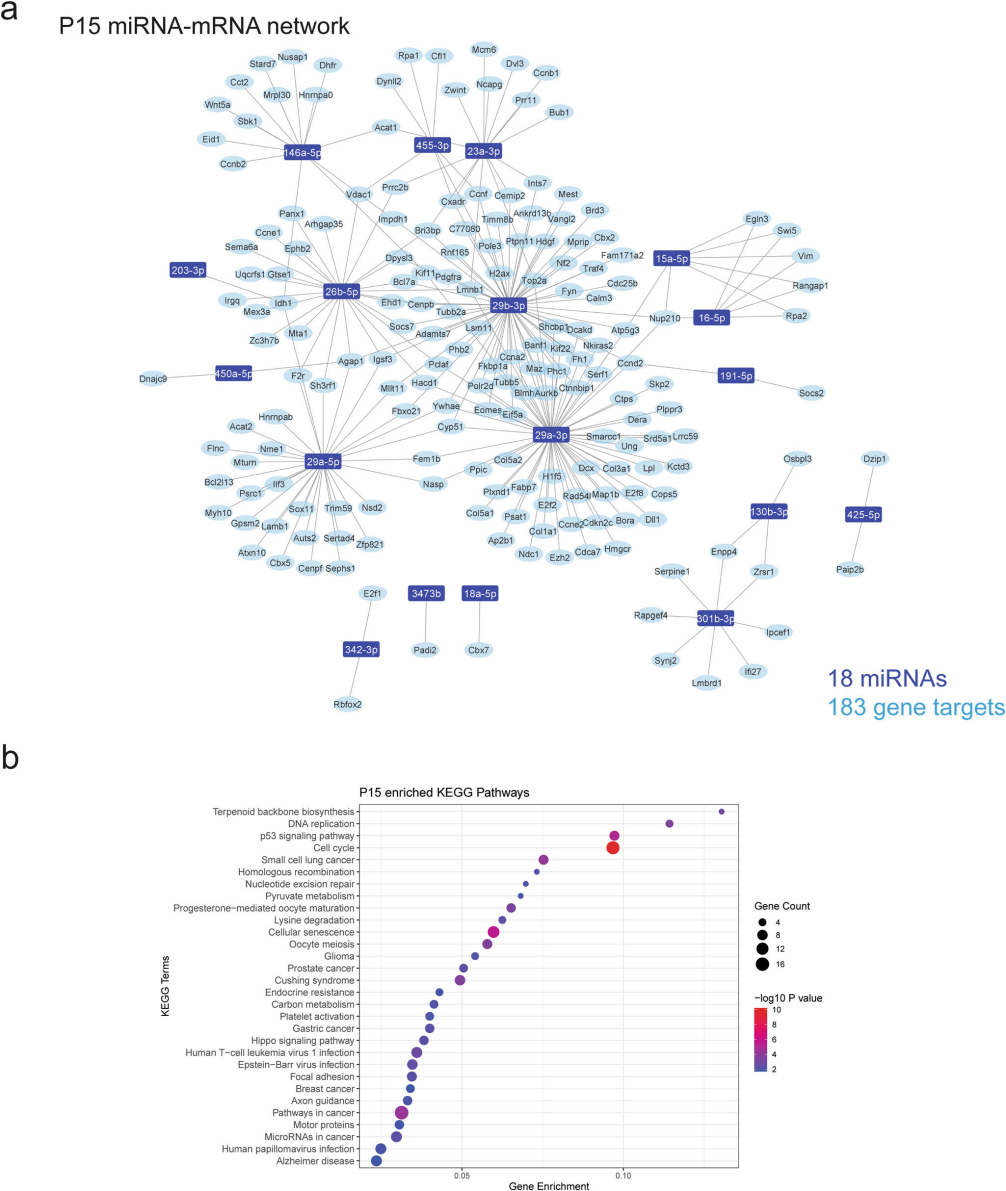
miRNA–mRNA coregulatory network highlights important CNS processes regulated by P15 microglia. **a** miRNA–mRNA regulatory networks were constructed from negative correlations (*R*^2^ > 0.8, FDR < 0.05) between miRNA and mRNA expression data generated from P15 microglia and validated with external evidence for interaction. **b** KEGG enrichment dot plots were generated from target genes in the network. Top 30 pathways/terms (by *P* value) are represented in each plot and ordered by Gene enrichment score (number of genes in the dataset represented in the gene set divided by the total number of genes in the gene set).

**Fig. 6:**
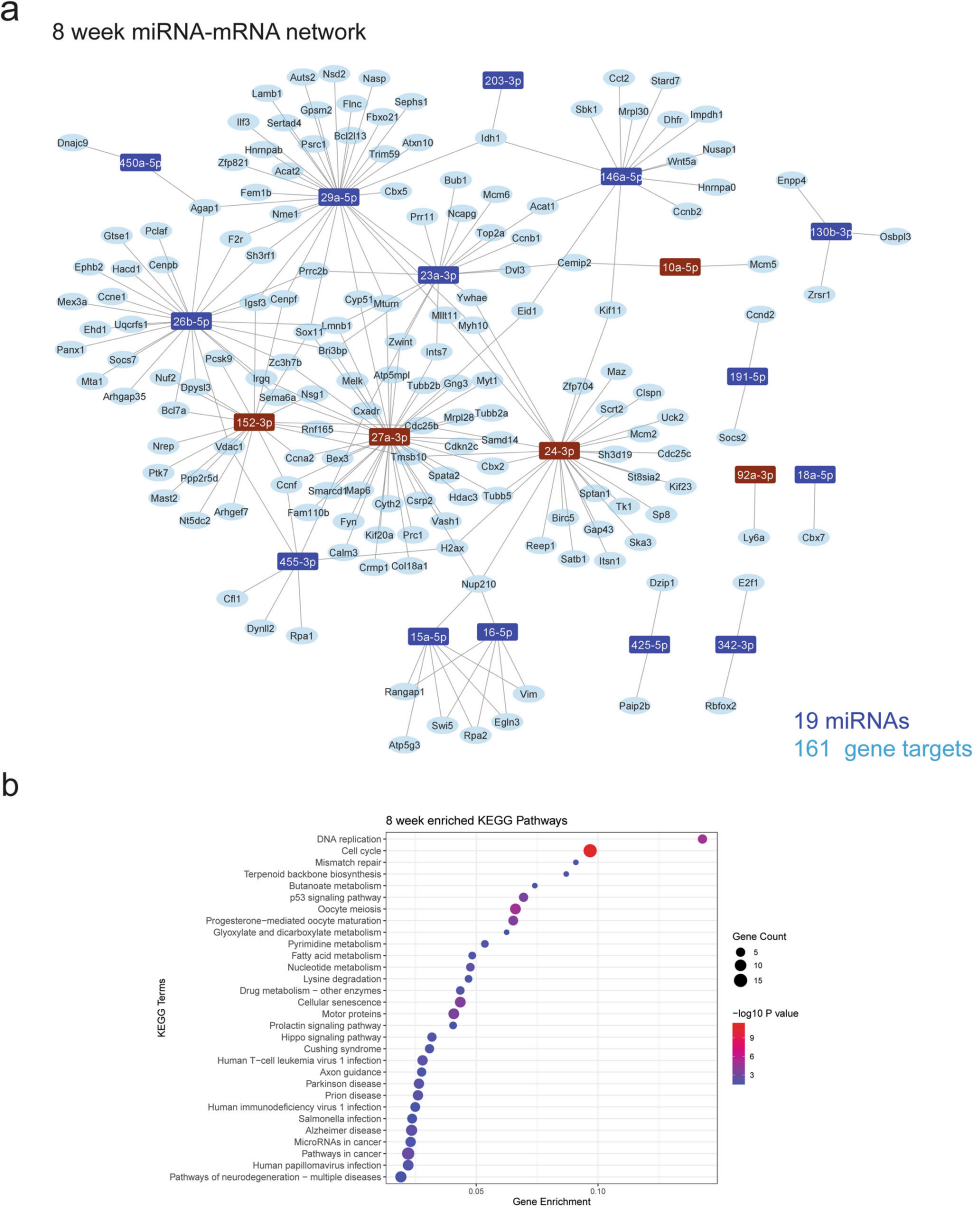
miRNA–mRNA coregulatory network highlight important CNS processes regulated by 8-week microglia. **a** miRNA–mRNA regulatory networks were constructed from negative correlations (*R*^2^ > 0.8, FDR < 0.05) between miRNA and mRNA expression data generated from 8-week microglia and validated with external evidence for interaction. miRNA(s) highlighted brown are unique to the 8-week network. **b** KEGG enrichment dot plots were generated from target genes in the network. Top 30 pathways/terms (by *P* value) are represented in each plot and ordered by Gene enrichment score (number of genes in the dataset represented in the gene set divided by the total number of genes in the gene set).

A consistent observation for networks was a high degree of interconnectedness, with many genes being targeted by more than one miRNA (Figs. 4a, 5a and 6a and Supplementary Data 2). Ten miRNAs were present in all age group networks, creating a large overlap in represented pathways. Conversely, 6 miRNAs were present in a single network; miR-24-3p, miR-152-3p, miR-27a-3p, miR-92a-3p and miR-10a-5p at 8 weeks and miR-210-3p at P6 (Figs. 4a and 6a). KEGG pathway enrichment analysis of target mRNAs in each network identified strong representation of biological processes related to cell cycle, neurogenesis, axon guidance and pathways including p53, Hippo, PI3K-Akt and JAK-STAT signalling (Figs. 4b, 5b and 6b and Supplementary Data 3). Gene ontology (GO) analysis of target genes in these networks identified enrichment of genes related to ‘myelin sheath’ across the three networks (Supplementary Data 4). 

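Padi2 (ENSMUSG00000028927), a protein-coding gene for a peptidylarginine deiminase, lies on chromosome 4 of GRCm38/mm10 from 140906344 to 140952586. Its level rose from 20.8 ± 3.92 CPM (SD, n = 10) at P6 to 65.4 ± 14.9 CPM (n = 12) at P15 and 166 ± 24.6 CPM (n = 12) at 8 weeks. The log2FC was 1.66 from P6 to P15 (standard error 0.114, FDR = 6.70e-14) and 3.02 from P6 to 8 weeks (standard error 0.122, FDR = 2.85e-20), and each mouse at 8 weeks lay above every P6 mouse. In P6 female 6 it was at 14.1 CPM, and over all 35 mice the log2FC at 8 weeks was 3.05.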

Specific miRNA targets of myelination genes included *Padi2* (regulated by miR-3473b) and *Hmgcr* (regulated miR-29a-3p). In addition, pathways related to neurodegenerative disease were overrepresented in all networks. These age-specific regulatory networks were primarily composed of miRNAs that were enriched in all age groups, and therefore define robust regulation of conserved microglial transcriptional networks during CNS development and adult homoeostasis.

### Subsets of temporally dynamic miRNAs regulate specific aspects of microglial development

Microglia undergo major phenotypic and transcriptional transitions from early postnatal development through to adulthood^21^. In order to identify the miRNAs that are most likely to regulate developmental transitions in microglia, we next interrogated changes in miRNA expression between age groups. We performed direct pairwise comparisons of miRNA expression profiles between different development ages to define subsets of differentially expressed miRNAs (Fig. 7a and Supplementary Data 5). One hundred and eighty-five differentially expressed miRNAs were observed across all comparisons, with the largest difference observed between P6 and 8-week microglia, reflecting the maturation of developmental microglia to their adult homeostatic counterparts (Fig. 7b). To further characterise the individual developmental trajectories of differentially expressed miRNAs, we plotted fold changes in expression at P15 and 8 weeks, relative to P6 and categorised significantly altered miRNAs into groups based on their changing patterns of expression (Fig. 7c). This analysis identified 14 miRNAs that were sequentially upregulated, and 37 miRNAs that were sequentially downregulated between P6 and adult microglia (Fig. 7c, d). We constructed miRNA–mRNA networks for these subsets as described above. Gene ontology (GO) analysis of the predicted target genes for the upregulated miRNA subset were strongly related to cyclin activity and cell cycle transition consistent with the proliferative nature of early postnatal microglia^31^ (Fig. 7e). In contrast, predicted gene targets of the downregulated miRNA subset were overrepresented in biological processes related to wound healing, endocytosis, migration and immune function (Fig. 7e).

**Fig. 7:**
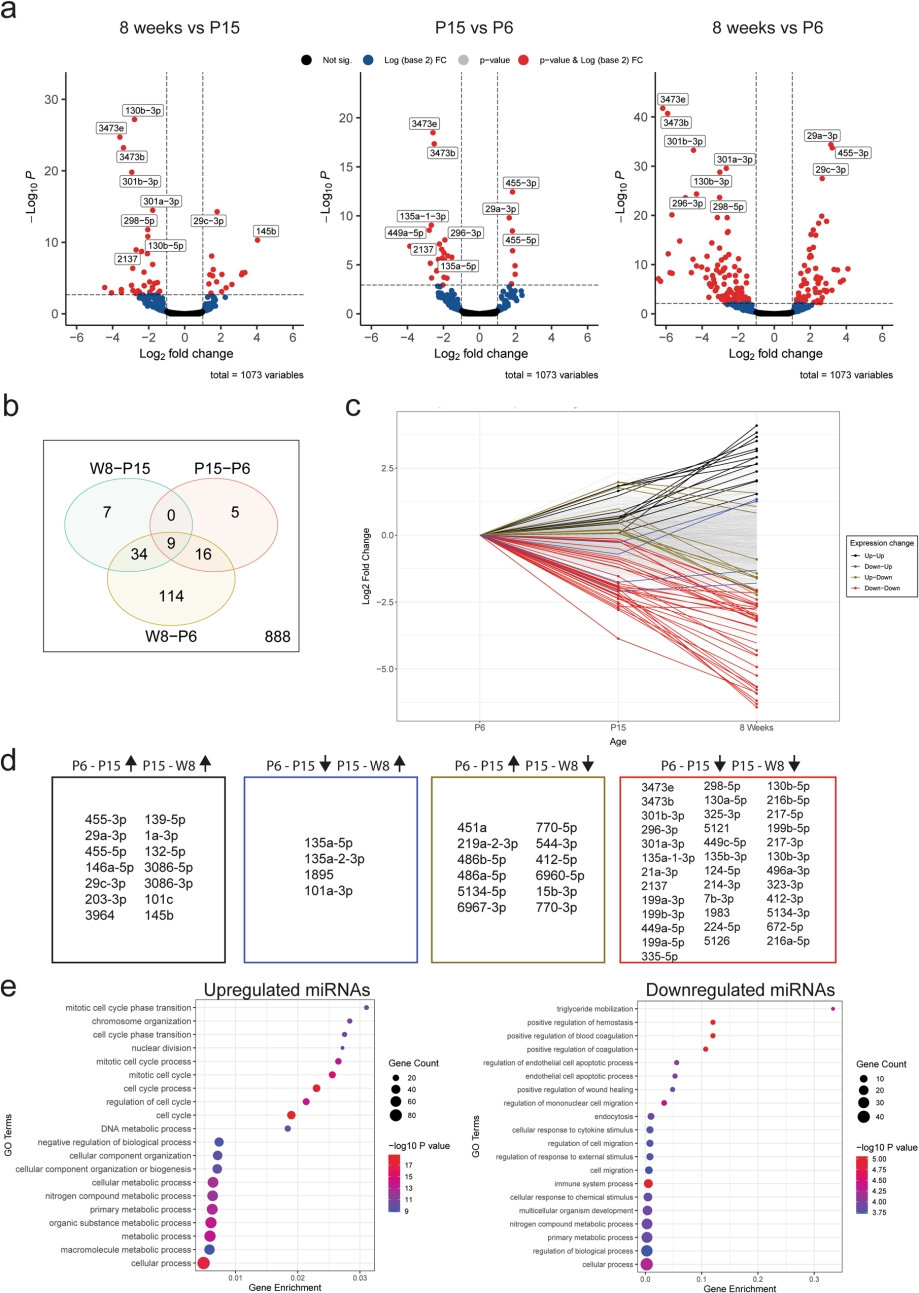
Subsets of microglial miRNAs are differentially expressed over developmental time. **a** Volcano plots of differentially expressed miRNAs of three pairwise comparisons for P6, P15 and 8-week (adult) microglia populations. Top ten miRNAs (by *P* value) are labelled in each plot. **b** Venn diagrams comparing differentially expressed (absolute logFC >1, FDR < 0.05) miRNAs from pairwise comparisons of age groups. One hundred and eighty-five miRNAs were differentially expressed in at least one comparison. **c** miRNA expression (*n* = 1073) was plotted as LogFC relative to expression at P6 to observe changes over developmental time. miRNAs with at least one significant fold change between age group transitions (P6-P15 and/or P15-W8) were categorised and coloured by their pattern of expression (i.e. up–up, up–down, down–up or down–down. Unchanging genes are coloured light grey). Presence of a point at a specific age group indicates that the specific transition as statistically significant (FDR < 0.05). **d** Lists of miRNAs corresponding to each category as described in (**c**). The largest subsets were the up–up and down–down categories, with 14 and 37 miRNAs respectively. **e** Gene Ontology (GO) analysis of predicted target genes (refer to methods) of consistently upregulated (up–up) and downregulated (down–down) miRNAs (related to (**d**)). Top 20 pathways/terms (by *P* value) are represented in each plot and ordered by Gene enrichment score (number of genes in the dataset represented in the specific gene set divided by the total number of genes in the specific gene set).

### Analysis of novel miRNAs enriched in microglia identifies chr3_29427 as a putative novel regulator of microglial biology

Of the 1073 miRNAs detected across all samples, 54 were identified as previously unannotated novel miRNA sequences by miRDeep2^32^. Twenty-four of these novel sequences were specifically enriched in microglia relative to CD45^−ve^ CNS cells (Fig. 8a and Supplementary Table 3). The putative precursor miRNA structures for these sequences are reported in Supplementary Table 4). The most strongly expressed novel miRNA candidate in this regard was chr3_29427, which mapped to an intergenic region on chromosome 3 (chr3: 150,866,217–150,866,276, GRCm38/mm10) and was strongly enriched across all ages and observed to increase with expression with age (Supplementary Data 1 and Supplementary Table 3). We validated its strong enrichment (but not increasing expression with age) by qPCR (Fig. 8b). Next, we constructed novel miRNA–mRNA regulatory networks, filtering for strongly negative correlations between miRNA–mRNA pairs (*R*^2^ > 0.8, FDR < 0.05). In the absence of experimental evidence for novel miRNA binding interactions, we calculated predicted interactions using the hybridisation tool RNAhybrid, filtering for those that were predicted to bind with minimum free fold energy <25 kcal/mol (*P* < 0.05)^33^. Fourteen miRNA–mRNA interactions passed these criteria, all of which included the top novel miRNA candidate chr3_29427 (Fig. 8c). 

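All 14 predicted targets of chr3_29427 were lower at 8 weeks than at P6 at an FDR below 0.05. Their log2FC ranged from −5.73 for Birc5 to −0.91 for Zc3h7b. Past the 2-fold threshold 12 of them were lower, and Zc3h7b (glmTreat FDR = 1.0) and Phc1 (log2FC −1.01, glmTreat FDR = 0.632) were not. Dlx2 (ENSMUSG00000023391, protein-coding, chromosome 2 of GRCm38/mm10 from 71543408 to 71546754), which is also a marker of neural progenitors, fell from 39.9 ± 22.7 CPM (SD, n = 10) at P6 to 7.52 ± 5.47 CPM (n = 12) at P15 and 1.39 ± 0.664 CPM (n = 12) at 8 weeks. For Traf4, Dclk2, Dlx2 and Sbk1 the neural marker covariate moved the log2FC from −2.86 to −0.18, from −2.37 to −0.22, from −4.86 to −1.05 and from −2.81 to −0.40, and the fall was then not significant. Dlx2 is itself part of that covariate, so its change is partly built into the model. The covariate did not overlap between P6 (4.75 to 6.47) and 8 weeks (1.83 to 3.43). This fit therefore cannot tell whether the fall of these targets lies in microglia.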

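Birc5 (ENSMUSG00000017716), a protein-coding gene active in dividing cells, lies on chromosome 11 of GRCm38/mm10 from 117849251 to 117855743. Its level was 50.9 ± 5.03 CPM (SD, n = 10) at P6, 8.28 ± 1.51 CPM (n = 12) at P15 and 0.956 ± 0.442 CPM (n = 12) at 8 weeks, where each library held between 9 and 57 counts, above the floor of 3. The log2FC from P6 was −2.62 at P15 (standard error 0.171, FDR = 1.94e-14) and −5.73 at 8 weeks (standard error 0.200, FDR = 5.46e-22). Cdca5 (ENSMUSG00000024791), also protein-coding, lies on chromosome 19 from 6084983 to 6091777. Its level was 24.0 ± 2.42 CPM at P6, 4.61 ± 0.658 CPM at P15 and 0.876 ± 0.333 CPM at 8 weeks, where each library held between 11 and 51 counts. The log2FC from P6 was −2.39 at P15 (standard error 0.146, FDR = 3.71e-15) and −4.79 at 8 weeks (standard error 0.164, FDR = 3.31e-22). P6 female 6 had 25.6 CPM of Birc5 and 10.9 CPM of Cdca5, below the other P6 mice for both, and over all 35 mice the log2FC at 8 weeks was −5.66 for Birc5 and −4.71 for Cdca5.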

Linear modelling plotting chr3_29427 expression against the expression of two predicted targets in this regulatory network;* Birc5* and *Cdca5* highlights a consistent pattern of increasing chr3_29427 expression associated with downregulation of target genes to a negligible level of expression in 8-week microglia (Fig. 8d).

**Fig. 8:**
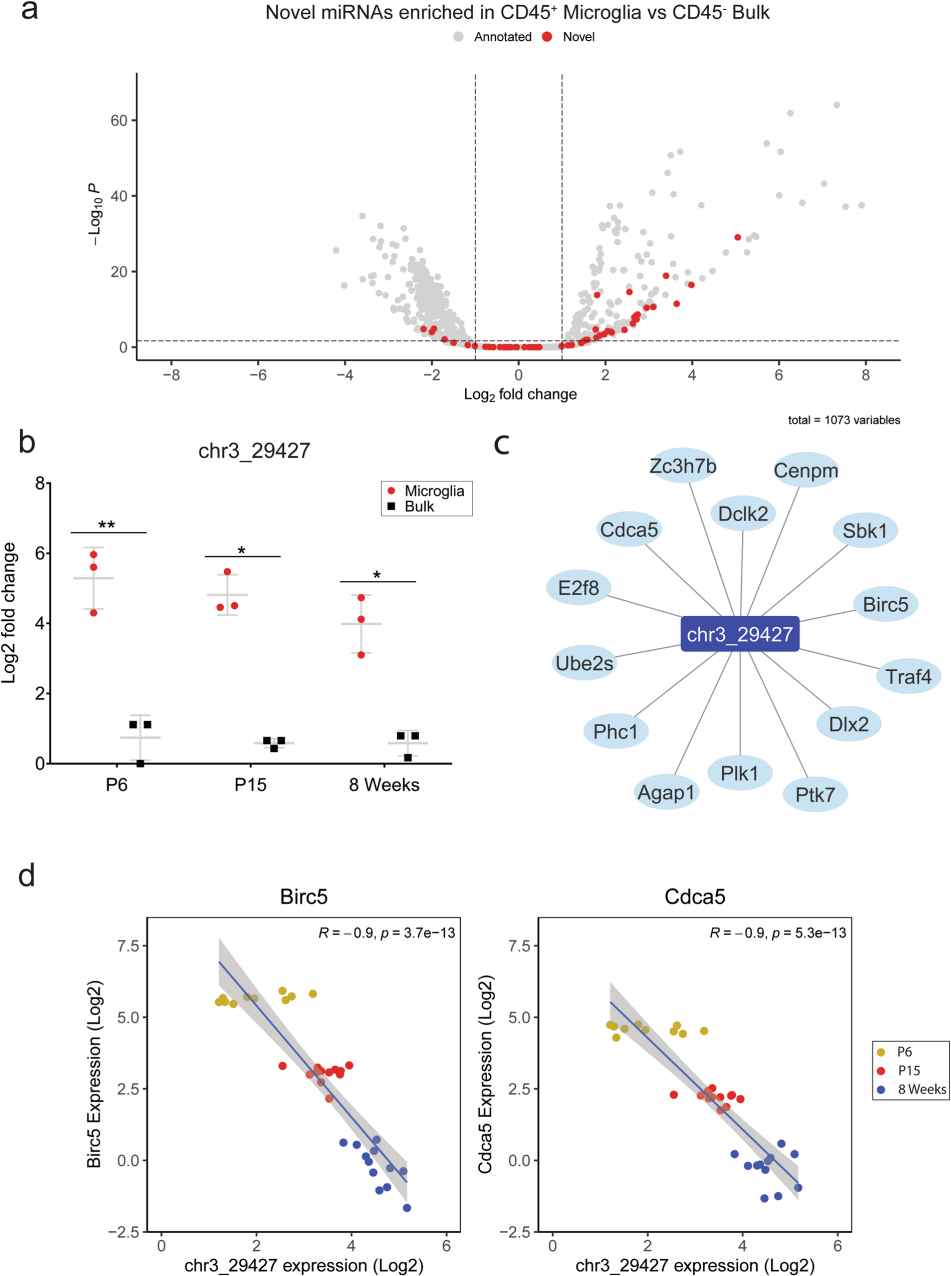
miRNA discovery pipeline identified 24 novel miRNA candidates enriched in developmental microglia. **a** Volcano plot of differential miRNA expression between pooled microglia and CD45^−ve^ bulk samples, labelled as either novel (red) or annotated (grey) (related to Fig. 2a). Of the 54 novel miRNAs detected in all samples, 24 were identified as generally enriched in microglia. **b** qPCR expression analysis of chr3_29427 in microglia and CD45^−ve^ bulk samples across developmental time (*n* = 3 males in each group). Significant enrichment was observed at all ages. Data were analysed by paired *t* tests comparing chr3_29427 expression between microglia and CD45^−ve^ bulk in each age group. *P < 0.05, **P < 0.01. **c** chr3_29427-mRNA regulatory network constructed based on strong negative correlations (*R*^2^ > 0.8, FDR < 0.05) from mRNA expression data and prediction of interaction using RNAHybrid. Fourteen putative targets were identified for chr3_29427. **d** Log2 expression of chr3_295427 and two of its putative targets: Birc5 and Cdca5. qPCR data are presented as mean ± SD.

### Male and female developmental microglia exhibit no differential miRNA expression and a small difference in mRNA expression

Mouse cohorts in this study were balanced for sex based on previous reports of sexual dimorphism in microglial genetics^34–36^. However, comparisons of miRNA and mRNA expression between sexes within each age group revealed no differentially expressed miRNAs and only six differentially expressed mRNAs (Fig. 9a, b). 

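At P6, 8 mRNAs were differentially expressed between 6 males and 4 females, at P15 8 mRNAs between 6 males and 6 females, and at 8 weeks 8 mRNAs between 6 males and 6 females. The same 8 mRNAs were called at each age, Xist, Tsix, Kdm5d, Uty, Ddx3y, Eif2s3y, Gm4017 and Gm29650. With these 8 included, 49 genes at P6, 62 at P15 and 69 at 8 weeks had an unadjusted p under 0.05 for a change of more than 2-fold. With P6 female 6 included, 8 were called at each age. Requiring at least 10 counts in every mouse removed each of the 8 genes and left 0 calls at every age. Among alternatives that changed a single setting, this was the largest move at P6 and P15. At 8 weeks the number moved most, among these, without a fold threshold, to 20. With DESeq2 and no fold threshold together, 16 genes were called at P6, 36 at P15 and 48 at 8 weeks. In simulated counts with 200 genes changed 4-fold among 17612, the same test recovered 65% of them at P6, 69.5% at P15 and 71% at 8 weeks.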

To further validate the absence of sexually dimorphic miRNAs, we used qPCR to directly assess the expression of candidate miRNAs previously identified as sexually dimorphic in adult microglia^35^. None of the selected candidates exhibited differential expression between sexes in 8-week-old mice. (Fig. 9c). Conversely, six mRNAs which were differentially expressed between sexes were observed across all age groups, all of which were X- or Y-linked (Supplementary Data 6). 

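Xist (ENSMUSG00000086503), the non-coding RNA that coats the inactive X chromosome, lies on chromosome X of GRCm38/mm10 from 103460366 to 103483254. Its log2FC of males against females was −10.72 at P6 (standard error 0.437, glmTreat FDR = 1.04e-17), −9.80 at P15 (standard error 0.405, FDR = 1.63e-17) and −10.74 at 8 weeks (standard error 0.426, FDR = 4.24e-18). Tsix (ENSMUSG00000085715, X, 103431517 to 103484957) is transcribed from the opposite strand of Xist, and the counting used strand. No male had more than 2 counts of it, so that it was at least 4.68-fold higher in females at P6, at least 4.31-fold at P15 and at least 4.43-fold at 8 weeks. Females held at most 18, 27 and 26 counts of Tsix at these ages, against at least 14099, 11696 and 15800 of Xist. The 2 genes overlap, and Xist fragments counted on the wrong strand were not ruled out as the source of these few counts. The other 4 genes of Supplementary Data 6 are protein-coding genes of chromosome Y. Eif2s3y (ENSMUSG00000069049, 1010543 to 1028847) had a log2FC of 10.16 at P6, 8.78 at P15 and 10.26 at 8 weeks. Uty (ENSMUSG00000068457, 1096861 to 1245759) was at least 121-fold higher in males at P6 and had a log2FC of 8.70 at P15 and 9.06 at 8 weeks. Ddx3y (ENSMUSG00000069045, 1260771 to 1286629) was at least 540-fold higher in males at P6 and had a log2FC of 8.62 at P15 and 9.47 at 8 weeks. Kdm5d (ENSMUSG00000056673, 897788 to 956786) was at least 242-fold, 157-fold and 273-fold higher in males at P6, P15 and 8 weeks. The bounds are the mean CPM of one sex over 3 counts in the other, whose libraries held 3 counts or fewer. Also called at each age were Gm4017 (ENSMUSG00000101059, Y, 1268548 to 1268885), a processed pseudogene that lies within Ddx3y on the same strand, so that fragments of the 2 genes cannot be told apart with certainty, and Gm29650 (ENSMUSG00000099876, Y, 1048393 to 1049134), a long intergenic non-coding RNA. Gm4017 was at least 9.27-fold, 5.59-fold and 16.7-fold higher in males at P6, P15 and 8 weeks, and Gm29650 at least 4.92-fold, 1.79-fold and 6.65-fold. With P6 female 6 included, the log2FC at P6 was −10.75 for Xist and 10.05 for Eif2s3y. When only the groups compared were fitted, Tsix, Gm4017 and Gm29650 were not called at all 3 ages, and with limma-voom Gm29650 was not.

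**Figure D3:**
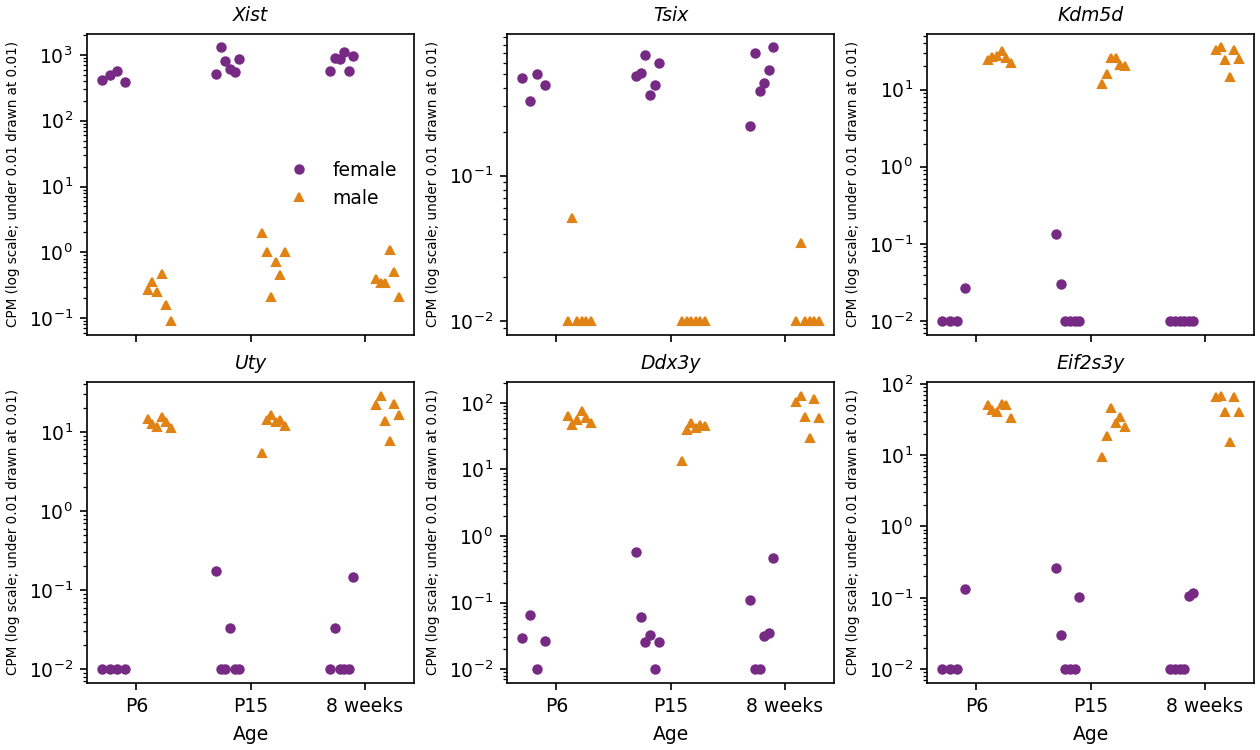
Levels in CPM, on a log scale, of the 6 genes of Supplementary Data 6 in each of the 34 mice, by age and sex (females circles, males triangles). Values under 0.01 CPM are drawn at 0.01. Males and females do not overlap for any of the 6 genes at any age.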

Overall, these data suggest minimal differences between male and female microglial miRNA and mRNA expression during postnatal development^20,37^.

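Whether the difference between sexes itself changed with age was tested as an interaction of sex and age (edgeR quasi-likelihood, 2 degrees of freedom). At an FDR below 0.05, 0 of the 17612 genes had such an interaction, against 2083 with an unadjusted p under 0.05. DESeq2 moved this number most and called 23 genes. On the leading log2FC distances, sex made up 4.97% of the summed squared distance over all 34 mice, and within an age group 20.0% at P6, 17.8% at P15 and 17.3% at 8 weeks, a mean of 18.3% (permutation test with the sexes exchanged within ages, p = 1.2e-04). These distances rest on the largest log2FC of each pair, among which are the X- and Y-linked genes, so the test does not show a difference beyond those genes. With all genes that passed the filter the share of sex over the 34 mice was 2.85%. Shares of this kind are above 0 on average even with random labels, so the percentages alone do not measure an effect of sex. From the absence of differentially expressed miRNAs and the few differentially expressed mRNAs, the paper proposes that male and female microglia differ minimally during postnatal development.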

**Fig. 9:**
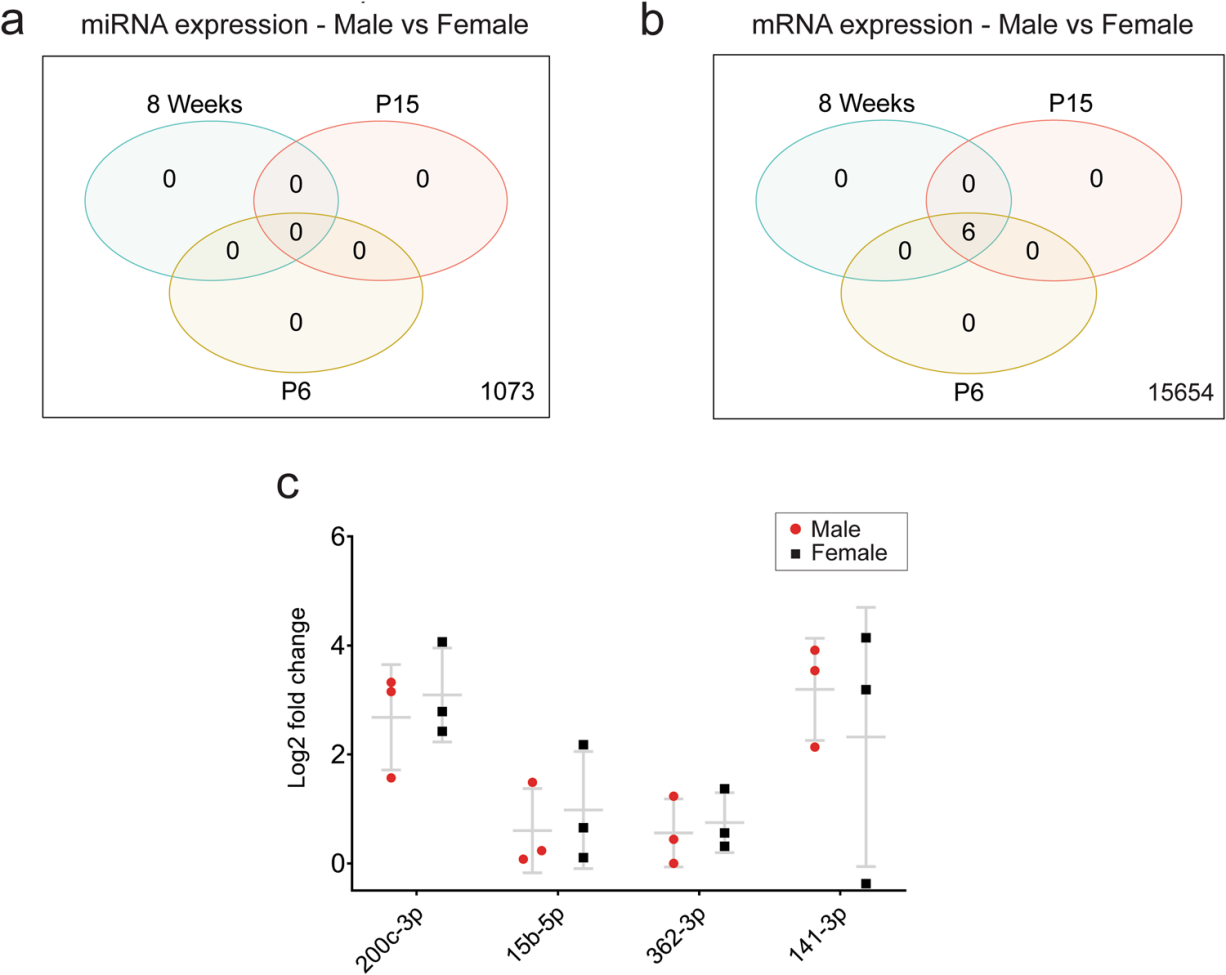
Differential miRNA and mRNA expression between male and female microglia across developmental age. **a** Venn diagram comparing differential expression of miRNAs between male and female microglia in each age group. No miRNAs were differentially expressed at any age (FDR < 0.05). **b** Venn diagram comparing differential expression of mRNA between male and female microglia in each age group. Six mRNAs were identified as differentially expressed in every age group. **c** qPCR expression of selected miRNA candidates between male and female microglia (*n* = 3 in each group). Data were analysed by unpaired *t* tests comparing microglia and CD45^−ve^ bulk group expression for each tested miRNA. No statistically significant differences in expression were observed for any of the tested miRNAs. qPCR data is presented as mean ± SD.

## Discussion

In this study, we have characterised the miRNAome of developmental microglia, identifying both a core miRNA signature enriched in microglia, as well as unique age-specific subsets of miRNAs. We have constructed a miRNA–mRNA network for microglia, which implicates both previously annotated and novel miRNAs in the regulation of key neurodevelopmental processes, including neurogenesis and myelination. Unexpectedly, we did not observe sex-specific miRNA expression, along with only a handful of sex-specific mRNA transcripts, indicating that during development microglia are not necessarily inherently different between sexes. Our developmentally focused dataset provides insight into the epigenetic mechanisms regulating the transition of microglia from a proliferative and highly reactive cell population to a mature homeostatic population within the CNS.

We identified a strong miRNA enrichment signature in microglia when compared to the surrounding CNS cells, with nearly 300 miRNAs upregulated in microglia in at least one age group. This was not unexpected, as studies of microglial transcriptomes have highlighted these cells as having a unique transcriptional signature^38–40^. Unlike the other major CNS cell types (astrocytes, neurons, oligodendrocytes), microglia do not derive from neuroepithelial lineages, but instead arise from the embryonic yolk sac before migrating to and establishing a self-sufficient population in the developing CNS^41–43^. Our microglial mRNA data also reflected this distinct signature. Amongst the top expressed mRNA transcripts in this sequencing data were well-defined microglial identity genes including *Cx3cr1*, *Csf1r, Sparc, Tmem119* and *Hexb*^44^. 

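Tmem119 (ENSMUSG00000054675), a protein-coding gene on chromosome 5 of GRCm38/mm10 from 113793729 to 113800516, had a mean log2 CPM of 10.23 over the 3 ages and ranked 58 of all genes. By age it ranked 469 at P6, 37 at P15 and 33 at 8 weeks. Its level was 306 ± 68.7 CPM (SD, n = 10) at P6, 2340 ± 528 CPM (n = 12) at P15 and 2572 ± 518 CPM (n = 12) at 8 weeks. The log2FC from P6 was 2.95 at P15 (standard error 0.146, FDR = 2.43e-17) and 3.10 at 8 weeks (standard error 0.147, FDR = 1.98e-18). The level in P6 female 6 was 104 CPM, below the other P6 mice, and over all 35 mice the log2FC at 8 weeks was 3.18.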

Together, these results highlight a unique genetic identity of microglia compared to the surrounding CNS environment.

The present study has defined a dynamic microglial miRNA expression profile, comprised of a core signature of consistently enriched miRNAs and subsets of temporally specific miRNAs. In conjunction with integrated miRNA–mRNA network analysis, we were able to characterise age-specific domains of miRNA expression and explore their influence upon microglial mRNA transcription throughout development. Firstly, 84 miRNAs were observed to be significantly enriched in microglia at all ages compared to other CNS cell types. Many of the highly expressed miRNAs in this subset have been previously identified in microglia, including miR-146, miR-223 and miR-142^23,45,46^. These miRNAs have defined functions in the homeostatic regulation of microglial phenotype and their dysregulation is linked to inflammation and neurodegeneration^34,47–50^. In addition to this common microglial signature, our study identified 129 miRNAs that were specifically enriched in a single age group. Although most of these miRNAs were expressed in adult microglia there was enrichment of specific miRNAs at all ages, suggesting that miRNAs could be important for regulating age-specific microglial functions.

To fully characterise the roles of miRNAs in cellular systems it is important to define the gene networks which they regulate. miRNA–mRNA networks in this study were constructed using both stringent correlation thresholds and experimental validation of miRNA–mRNA interactions. Pathway analysis of target mRNAs in age-specific networks were strongly enriched for cell cycle-related processes. Developmental microglia proliferate as they colonise the brain. This includes a wave of proliferation that peaks during the second postnatal week of development, before numbers stabilise in adulthood^31^. Network analysis identified numerous miRNA candidates that could provide important regulatory influence on the microglial cell cycle. For example, the miR-301/130b cluster was identified as strongly enriched in P6 and P15 microglia. This cluster is associated with hematopoietic cell proliferation and migration. 

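The mRNA levels of Socs5 and Ifi27 rose with age. Socs5 (ENSMUSG00000037104, protein-coding, chromosome 17 of GRCm38/mm10 from 87107679 to 87137839) was at 15.8 ± 1.00 CPM (SD, n = 10) at P6, 25.4 ± 2.45 CPM (n = 12) at P15 and 32.6 ± 2.52 CPM (n = 12) at 8 weeks, and its log2FC of 1.05 at 8 weeks (standard error 0.0630, FDR = 9.27e-16) was not past the 2-fold threshold. Ifi27 (ENSMUSG00000064215, protein-coding, chromosome 12 from 103434211 to 103440239) was at 29.8 ± 4.59 CPM, 48.0 ± 8.03 CPM and 74.9 ± 9.74 CPM, with a log2FC of 1.33 at 8 weeks (standard error 0.101, FDR = 2.79e-13). P6 female 6 had 23.3 CPM of Socs5 and 17.0 CPM of Ifi27. Over all 35 mice the log2FC at 8 weeks was 0.98 for Socs5 and 1.39 for Ifi27.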

Targets of this cluster in microglia in our data included *Serpine1, Socs5* and *Ifi27* which are implicated in cell proliferation, motility, interferon signalling and endocytosis^51–55^. Also enriched in microglia was the miR-29 cluster (miR-29a, miR-29b), which is also associated with cell proliferation dynamics and downregulation of cyclins and cyclin-dependent kinases^52,56^. Another interesting candidate for the regulation of microglial development is miR-10a-5p. 

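Mcm5 (ENSMUSG00000005410), a protein-coding gene for a subunit of the replicative helicase, lies on chromosome 8 of GRCm38/mm10 from 75109569 to 75128439. Its level fell from 168 ± 16.9 CPM (SD, n = 10) at P6 to 33.1 ± 7.72 CPM (n = 12) at P15 and 11.0 ± 2.82 CPM (n = 12) at 8 weeks, where each library held between 245 and 500 counts. The log2FC from P6 was −2.36 at P15 (standard error 0.123, FDR = 9.30e-17) and −3.94 at 8 weeks (standard error 0.131, FDR = 1.55e-22), and from P15 to 8 weeks it was −1.58 (standard error 0.118, FDR = 2.21e-12). In P6 female 6 it was at 86.2 CPM, below the other P6 mice, and over all 35 mice the log2FC at 8 weeks was −3.87.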

Previously uncharacterised in microglia, miR-10a-5p, is uniquely enriched in adult mice and is predicted to target and therefore potentially inhibit *Mcm5*, an established regulator of microglial cell cycle that is strongly expressed during embryonic and early postnatal microglial development^21,38^.

In addition to cell cycle regulation, pathway analysis of miRNA–mRNA networks revealed an overrepresentation of processes related to CNS development, including neurogenesis, axon guidance and myelination. Microglia are essential modulators of these processes and their dysregulation is a major contributor towards neurodevelopmental disorders^57^. 

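Dpysl3 (ENSMUSG00000024501), a protein-coding gene for a dihydropyrimidinase-like protein, lies on chromosome 18 of GRCm38/mm10 from 43320984 to 43438286. Its level fell from 391 ± 116 CPM (SD, n = 10) at P6 to 64.3 ± 36.3 CPM (n = 12) at P15 and 6.82 ± 2.96 CPM (n = 12) at 8 weeks. The log2FC from P6 was −2.64 at P15 (standard error 0.305, FDR = 7.74e-09) and −5.87 at 8 weeks (standard error 0.351, FDR = 8.64e-16). P6 female 6 had 898 CPM, above the other P6 mice, whose levels lay between 201 and 550 CPM, and over all 35 mice the log2FC at 8 weeks was −5.99. With neural marker level as a covariate it was −2.35. That covariate did not overlap between P6 and 8 weeks, so this fit cannot separate age from RNA of neural cells.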

Amongst neurogenesis related genes represented in miRNA–mRNA networks was *Dypls3* (targeted by miR-26b-5p, miR-152-3p and miR-29b-3p) a cytoskeleton associated gene that is strongly enriched in amoeboid microglia during the first week of postnatal development^7,58,59^. Knockdown of *Dypls3* inhibits microglial phagocytosis and migration and therefore could be important for maintaining a specific microglial phenotype associated with postnatal neurogenesis^58^. Microglia also regulate developmental myelination and maintain white matter integrity^2,3,60^. We identified several interesting miRNA–mRNA interactions that may mediate these processes. This included miR-29a-3p targeting *Hmgcr*, a regulator of cholesterol homeostasis that is enriched in white matter-associated microglia during myelinogenesis^61^. Another interesting candidate is miR-3473b, represented in both the P6 and P15 networks that targets a single gene, *Padi2*. PADI2 regulates citrullination of myelin basic protein (MBP), which alters myelin ultrastructure. Of note, it has been hypothesised that myelin modifications of this nature could be a source of autoimmune pathogens potentially implicated in the pathogenesis of MS^62^. *Padi2* is enriched in subsets of microglia isolated from human MS tissue and therefore miR-3473b could play an important role in refining *Padi2* expression, both during development and in demyelinating contexts^19^.

More broadly, pathway analysis of targets in all miRNA–mRNA networks identified a significant enrichment of pathways related to inflammatory signalling pathways and immune activation. This included PI3k-Akt and JAK-STAT signalling, central regulators of microglial mediated neuroinflammation^63,64^. We also observed enrichment of miRNAs with links to inflammation and neurodegeneration which are not well defined in microglia including miR-511-3p, miR-1895 and miR-6983-5p. miR-511-3p has been characterised in tumour and lung associated macrophage populations, encoded by and co-regulated with the *CD206* gene, where it is associated with anti-inflammatory (M2-like) activation. miR-6983 is downregulated in oligodendrocytes during experimental autoimmune encephalomyelitis (EAE), an animal model of demyelination, and is associated with disrupted ferroptosis pathways that are implicated in demyelination and neurodegeneration^65^. With functions related to macrophage polarisation and pathways of neurodegeneration, further work is required to elucidate specific roles for these highly expressed miRNAs in microglia. Furthermore, we acknowledge that the networks we have identified are based on in silico correlations, which may not necessarily represent genuine interactions in cells and tissues. In vitro and in vivo experiments will be crucial to support our identified networks.

In addition to previously annotated miRNAs, we identified 24 novel miRNA candidates enriched in microglia. Many of these, including the highly expressed chr3_29427, may regulate important microglial functions in the CNS. Amongst putative mRNA targets of chr3_29427 were key regulators of cell cycle and neurogenesis, including *Cdca5* and *Birc5*. *BIRC5* has been previously characterised as highly expressed by proliferating microglia during development and in response to injury^66^. These predicted novel candidates may be critical regulators of unique microglial biology and warrant future functional validation in vitro and in vivo.

We did not identify any association of sex with microglial miRNA abundance. Specifically, 6 mRNAs but no miRNAs were identified as differentially expressed between male and female microglia across development. There is growing evidence to suggest that sex hormones influence the developmental trajectories of male and female microglia manifesting in differential regional densities, morphology, phagocytic capacity and metabolic influx^67^. Importantly, these innate differences are exacerbated during immune challenge and stress and are suggested to be a prominent influence in observed sex biases of neurological disease^34,36,68,69^. Transcriptomics studies have defined subsets of mRNAs and miRNAs that are differentially expressed between male and female microglia, in steady state and particularly following immune challenge in adult mice^34,35,68–70^. In contrast, we did not observe any differentially expressed miRNAs, a finding which was further corroborated with qPCR analysis of four candidates that were previously identified as sexually dimorphic at baseline in 6-month-old B6C3F1 mice^35^. Conversely, our study identified 6 differentially expressed mRNA transcripts across development, all of which are located on sex chromosomes and specifically differentiated in adult mice. The robust and predictable differentiation of sex-linked genes including Xist and Ddx3y support the veracity of the dataset.

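In each of the 34 mice the counts of these genes matched the labelled sex. Females held at least 14099 counts of Xist at P6, 11696 at P15 and 15800 at 8 weeks, and males at most 18, 55 and 29. Males held at least 1675 counts of Ddx3y at P6, 374 at P15 and 806 at 8 weeks, and females at most 2, 13 and 16. P6 female 6 held 20664 counts of Xist and 0 of Ddx3y.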

What might be causing this discrepancy? Interestingly, while functional and structural differences between male and female microglia have been consistently observed, transcriptomic results are less congruent^67^. Firstly, age seems to be an important factor. A comprehensive developmental study by Hanamsagar et al. (2017) observed that transcriptionally, male and female microglia are quite similar until early adulthood (P60). Other reported transcriptional differences studies come mainly from adult mice, (12 weeks and older) reinforcing the idea that the effects of sex are more prevalent with age^34,68,70^. However, our dataset and others have reported a minimal effect of sex even in young adult cells (8 weeks)^16,20^. 

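At 8 weeks the choice of the fold threshold decided how many mRNAs were called between sexes. Without a fold threshold (glmQLFTest, FDR below 0.05), 20 genes were called, 10 of them autosomal. This number depended on the fit, since 11 were called when only the 8-week mice were fitted, with none of the 10 autosomal genes among them, 23 with limma-voom and 48 with DESeq2. All 10 autosomal genes were higher in males, with log2FC from 0.88 for Cd44 (ENSMUSG00000005087, standard error 0.140, FDR = 8.70e-04) to 2.53 for Lrg1 (ENSMUSG00000037095, standard error 0.497, FDR = 0.0191). For Cxcr2 (ENSMUSG00000026180, log2FC 1.49, standard error 0.235, FDR = 7.47e-04), 5 of the 6 males lay above every female. When each male was left out in turn, between 4 and 10 of the 10 genes were still called. Monocyte and macrophage markers, among them Plac8, were also higher in the 8-week males, by 0.457 on the log2 scale (exact permutation test, p = 0.00216, adjusted p = 0.0487). Neutrophil and lymphocyte markers were higher by 0.85 (exact permutation test, p = 0.0238), which did not pass adjustment (adjusted p = 0.317). RNA from such cells may therefore account for some of the 10 genes. Also called were Eif2s3x (log2FC −0.56) and Kdm5c (log2FC −0.42) of chromosome X. Without a threshold 9 genes were called at P6 and 12 at P15, and with P6 female 6 included the numbers were 10, 12 and 17.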

Further studies that assess transcription at expanded timepoints (beyond 8 weeks of development) will assist in an accurate representation of the effect of sexual development on microglial gene expression. Another hypothesis for these discrepancies is the method of microglial isolation. Microglial cells are dynamic and respond quickly to changes in their local environment^15^. While an unavoidable caveat, it has been shown that different methods of isolation (ie. immunopanning, FACS, magnetic bead sorting) can differentially alter the activation status of microglia and hence gene expression, potentially contributing to differing reports of baseline sexual dimorphism in studies of microglia^40^. In addition, aspects of sexual dimorphism in microglial gene expression are region-dependent^36,68^. Sexually dimorphic region-specific signatures would be diluted in the current study, given that the microglial populations were derived from the whole brain. Nevertheless, this result adds another perspective to the growing discussion of sexual dimorphism of microglia and suggests that sex may have a lesser influence on microglial transcription than previously reported. Specifically, dimorphism may be more prevalent post-activation, whether induced by isolation, immune challenge or in ageing-related neurodegeneration.

In summary, we characterised a unique and highly controlled dataset of miRNA expression in developing microglia, capturing a dynamic profile that may contribute to the complex roles that microglia adopt in postnatal development and the establishment of homeostasis. This miRNAome is composed of both a relatively unchanging subset of highly enriched miRNAs and subsets of miRNAs that exhibit age-dependent expression profiles. Correlation of known and novel miRNAs with mRNA expression data enabled the identification of target mRNA networks that mediate neurodevelopmental and immune processes that are central to microglial function in the CNS. In combination with environmental cues, epigenetic mechanisms shape the genetic landscape of microglia and refine phenotypes. Dysregulation of these epigenetic mechanisms can be a major driver of neurodevelopmental and neurodegenerative disorders. This developmental profile of paired miRNA and mRNA expression represents an important step in understanding the genetic regulation of microglia and their impact on the CNS in health and disease.

## Methods

### Experimental and analytical design

The experimental paradigm was designed to identify miRNAs expressed specifically in microglia compared with other CNS cells across three developmental timepoints; P6, P15 and 8 weeks. In addition, all groups contained an equal number of male and female mice to allow for the identification of any sex-specific miRNAs. An overview of the experimental and analytical design is given in Fig. 1.

### Chemicals and reagents

All chemicals were purchased from Sigma (CA, USA) and all cell culture media were purchased from Gibco (TX, USA) unless otherwise stated.

### Isolation of microglial populations from murine brain tissue

All animal experiments were approved by the animal ethics committee at the Florey Institute of Neuroscience and Mental Health and conducted in accordance with the National Health and Medical Research Council Guidelines. The whole brain was extracted from male and female C57Bl/6 mice at appropriate ages (Fig. 1). Microglia and CD45^−ve^ bulk cell populations were isolated using immunopanning (adapted from refs. ^71,72^).

Following brain collection, meninges and blood clots were manually removed with forceps and brain tissue was processed into small (< 1mm^3^) pieces. Tissue was incubated in 10 ml papain buffer (20U/ml Papain, Worthington, OH, USA), 0.46% glucose, 26 mM NaHCO_3_ 0.5 mM EDTA, 1× EBSS) and 200 µl DNase I (0.4%, 12,500 U/ml, Worthington) at 34 °C for 100 min with a consistent CO_2_ flow and periodic shaking.

Digested tissue was firstly washed and then gently triturated in low ovomucoid protease inhibitor solution (0.015 g/ml BSA (Sigma), 0.015 g/ml trypsin inhibitor (Worthington) in DPBS at pH of 7.4) to form a single-cell suspension. High ovomucoid solution (0.030 g/ml BSA (Sigma), 0.030 g/ml trypsin inhibitor (Worthington), in DPBS at pH of 7.4) was gently pipetted to form a layer underneath the cell suspension and cells were spun down for 15 min at 250×*g*. The cell pellet was resuspended in 0.02% BSA solution and filtered through a nitrex mesh to remove cell clumps and debris. Pre-prepared immunopanning dishes were set up as follows: a 10-cm Petri dish was incubated at 4 °C overnight with 30ul anti-rat antibody (Jackson ImmunoResearch Laboratories, Inc, 112-005-167) in 10 ml 50 mM Tris-HCL (pH 9.5). Following overnight incubation the plate was washed three times with DPBS and then incubated with 20 µl anti-CD45 antibody (BD Pharmingen, catalogue #550539) in 12 ml of 0.2% BSA for a minimum of 2 hours. Plates were washed three times with DPBS and single-cell suspensions were added to pre-coated plates and incubated for 30 min with periodic shaking. Unbound cells were collected, spun down and then resuspended in 700 µl Qiazol. This population of microglial-depleted CNS cells was referred to as ‘CD45^−ve^ bulk’ and used as a comparison population for downstream analysis. Bound cells (CD45^+ve^ microglia) were scraped off the plate into 700 µl Qiazol for further processing.

### Library construction and RNA sequencing

Total RNA was extracted using the miRNeasy mini kit (Qiagen) in accordance with manufacturer’s protocol. The quality of RNA samples was assessed using a bioanalyzer. Samples with an RNA integrity score (RIN) greater than 7 were used for library construction. One sample did not pass RNA quality control and so was excluded from library preparation. mRNA libraries were prepared using MGIEasy RNA Directional RNA library prep chemistry (MGI), and small RNA libraries were prepared using the MGIEasy Small RNA library prep chemistry (MGI). Libraries were pooled and sequenced across four lanes of MGISEQ2000-RS sequencing technology, yielding approximately 400 M reads per lane (2 lanes for miRNAseq (50 bp single end), 4 lanes for mRNAseq (paired-end 100 bp)). Library construction and sequencing were performed by personnel at Micromon Genomics (Monash University, Melbourne, Australia).

### Preprocessing and genome alignment of miRNA/mRNA sequencing data

Adapter sequences were removed from small RNA sequencing data, and the remaining reads were filtered by size ( > 18 bp) using fastp (ver 0.20.0). Trimmed reads were mapped to mature miRNAs from miRbase (https://www.mirbase.org), and the remaining reads were mapped to the mouse reference genome (mm10/GRCm38) using mirDeep2 with default settings (ver 0.1.3)^32^. Candidate novel miRNAs detected by miRDeep2 with a miRDeep2 score >4 and randfold *P* value < 0.05 were included in downstream analysis. mRNA sequencing data were mapped to the mouse reference genome (mm10/GRCm38) using STAR with default settings (ver 2.7.3). Gene read counts were generated using the featureCounts pipeline in Subread with the following flags (-T 8 -s 2 -p -a) (ver 2.0.0).

### Count normalisation and differential expression analysis

Normalisation and differential expression analysis of miRNA and mRNA was performed using limma (ver 3.48.1, 10.18129/B9.bioc.limma) and edgeR (ver 3.34.0, 10.18129/B9.bioc.edgeR). Based on multidimensional scaling (MDS) analysis one mouse was identified as an outlier, and its miRNA/mRNA data was removed from downstream analysis. miRNAs were filtered for a minimum expression of 1 count per million (CPM) (for miRNA), and 0.5 CPM (for mRNA) in at least five samples. Gene counts were normalised using the TMM normalisation method (edgeR) and linear modelling was performed with limma-voom. All regression analyses were set up as mixed effects models including age, sex, and cell type (microglia or CD45^−ve^ bulk) as fixed effects and mouse ID as a random effect^73^. The general enrichment analysis was performed by direct comparison of miRNA expression between all microglia and all CD45^−ve^ bulk samples. Specific age enrichment analyses compared only the microglia and CD45^−ve^ bulk samples within a relevant age group. Pairwise analyses of microglial miRNA expression were performed by direct comparison of miRNA expression between microglial age groups. Sex-specific analyses were performed by comparing male and female microglia samples within each age group. For all differential expression analyses, differentially expressed genes were identified using the TREAT method (*t* tests relative to a threshold), set at a minimum threshold of a ± 2-fold (minimum absolute log_2_FC of 1) change in expression with a false discovery rate (FDR) < 0.05^74^. Volcano plots were generated using EnhancedVolcano (ver 1.10.0, 10.18129/B9.bioc.EnhancedVolcano). Supplementary Tables 1–3 were generated with gt (ver 0.3.1) (https://cran.r-project.org/web/packages/gt/index.html).

### miRNA target analysis and miRNA–mRNA regulatory network generation

To infer miRNA–mRNA interactions from gene expression data, Pearson correlations were calculated from normalised counts for all pairs of miRNA–mRNA using psych (ver 2.16, https://CRAN.R-project.org/package=psych). Only those correlations that were strongly negative and significant (*R*^2^ > 0.8, FDR < 0.05) were retained for downstream analysis.

To further validate significant negative correlations, miRNA–mRNA interactions were screened for experimental evidence of interaction in any cellular system using multimiR (ver 1.140, 10.18129/B9.bioc.multiMiR) with default settings. For novel candidate miRNAs, mRNA target binding prediction was performed using RNAhybrid (ver 2.2.1, https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid), whereby novel miRNA sequences were aligned with 3’-UTR mouse sequences (ENSEMBL, release 104) using the following parameters (-e -25 -p 0.05).

miRNA–mRNA interactions which were identified as negatively correlated from expression datasets and validated by multimiR or RNAHybrid were included in downstream pathway analyses and network construction. Visualisations of miRNA–mRNA networks were generated using Cytoscape (https://cytoscape.org/). KEGG (Kyoto Encyclopedia of Genes and Genomes) and GO (gene ontology) enrichment analysis were performed on the target mRNAs in generated networks using the kegga and goana modules in limma, respectively (ver 3.48.1, 10.18129/B9.bioc.limma).

### Assessment of cellular proportions

Cellular proportions were inferred from bulk immunopanned RNA-seq gene expression matrices using CIBERSORTx High-Resolution Docker container^75^. To create a reference signature matrix, we used a single-cell RNA-seq dataset (scRNA-seq) of CD45 and Cx3cr1 FACS sorted cells throughout the mouse lifespan (E14.5, P4/P5, P30, P100 and P540)^20^. Crucially the authors identified both microglia subpopulations and a small population of intermixed monocytes and macrophages. CIBERSORTx currently recommends user input of no more than 5000 different single-cell profiles when creating the signature matrix. To meet this recommendation, we randomly downsampled the scRNA-seq dataset to 5000 cells using the ‘sample’ command in R with the seed set to 40^76^. After creation of the reference matrix, CIBERSORTx was run with ‘S-mode’ batch correction, filtration to immune relevant genes, faction set to 0.25, and sampling set to 1.

### qRT-PCR of mRNA expression

In all, 100 ng of total RNA isolated from microglia/ CD45^−ve^ bulk samples was reverse transcribed using Taqman reverse transcription reagents (Invitrogen) in accordance with the manufacturer’s instructions. In total, 25 µl qPCR reactions were prepared as follows; 12.5 µl 2× SYBR green master mix (ABI Biosystems, MA, USA), 1 µM of forward and reverse primers and DNAse free water. Primer sequences are outlined in Table 1. Expression of 18 S was used to normalise for RNA input. Relative fold change of expression was calculated using the 2(-delta-delta C(T)) method and log transformed^77^.

**Table 1:** Primer sequences for mRNA qPCR.

Gene	Forward	Reverse	Amplicon size (bp)
TMEM119	GTGTCTAACAGGCCCCAGAA	AGCCACGTGGTATCAAGGAG	110
CX3CR1	CAGCATCGACCGGTACCTT	GCTGCACTGTCCGGTTGTT	65
CD45	GAACATGCTGCCAATGGTTCT	TGTCCCACATGACTCCTTTCC	71
GFAP	TCGGTCCTAGTCGACAACTG	CAGGGAGTGGAGGAGTCATT	69
AQP4	ACATGGAGGTGGAGGACAAC	CTTCTCCACGGTCAATGTCA	96
OLIG2	GATGCGAAGCTCTTTGTTCA	GGCAACGACACAGAAAGAAA	71
SOX10	TCACGACCCCAGTTTGACTA	AAGGCTGAATAGAGGCCAGA	89
CLDN5	CTCTCAGAGTCCGTTGACCA	CCAACTGCGCATAGAAGAAA	99
ESAM	GGACAAAAGGAGGAAATGGA	GAAGCAGGGAGGAAGTGAAG	69
SYT1	AGCATGTTCTGAGCAGCATC	CTGGAAGAGTGAAGCCATGA	113
NEFL	CTGCCAAGGATGAGTCTGAA	CACCCTCACCACCTTCTTCT	54
MCM5	GCTGGGATCACTACCACCTT	TCCTCCCCTTTTGTCTCATC	92
CCNF	CTTTCTGTTGGGGACATCCT	CCCTTTCAAAGAGCTTCAGG	142
CFL1	AGACTGTGGACGACCCCTAC	TCCTTCTTGCTCTCCTTGGT	106
SERPINE1	GGATCGAGGTAAACGAGAGC	GAGATGACAAAGGCTGTGGA	58
PADI2	ATCCTGCTGGTGAATTGTGA	CGCAGGATCATCTGAGACAT	113

### qRT-PCR of miRNA expression

Overall, 50 ng of total RNA isolated from microglia/ CD45^−ve^ bulk samples was reverse transcribed using the miRCURY LNA RT kit (Qiagen) in accordance with the manufacturer’s instructions. The miRCURY LNA miRNA PCR assay system (Qiagen) was used to detect specific miRNA expression. Expression of ribosomal 5 S was used to normalise for RNA input for all samples. Relative fold change of expression was calculated using the 2(-delta-delta C(T)) method and log transformed^77^. Paired *t* tests were performed to identify consistent expression differences between paired microglia/ CD45^−ve^ bulk samples for each miRNA. Unpaired *t* tests were performed to identify differences in candidate miRNA expression between male and female microglia subgroups. Statistical analyses were performed using GraphPad Prism (ver 9.2.0, Graphpad, CA, USA).

### Statistics and reproducibility

RNA-seq sample size was determined to match or exceed those of similar studies^34,35^, such that comparisons between age groups were 12 vs 12 (matched for sex), and between tissue types were 36 vs 36 (correcting for animal, age and sex). For differential expression analysis, we used the empirical Bayes procedure implemented in R limma software to maximise sensitivity to detect differentially expressed genes. To prioritise differences most likely to be biologically relevant, we subsequently applied the limma treat procedure to discard results with an absolute fold change <2. Statistical analyses are described within each relevant section.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary figures

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Supplementary data 6

Supplementary data 7

Reporting Summary

## Data Availability

The data that support the findings of this study are openly available in the gene expression omnibus (GEO) at [https://www.ncbi.nlm.nih.gov/geo/], with accession numbers GSE229977 (mRNA sequencing) and GSE229981 (miRNA sequencing). All data underlying graphs and charts have been included as Supplementary Data 7.

# Supplementary material for: Mouse microglia express unique miRNA-mRNA networks to facilitate age-specific functions in the developing central nervous system
**Source:** Commun Biol. 2023 May 22;6:555. doi: 10.1038/s42003-023-04926-8
**Supplement:** Supplementary file 2 — Supplementary figures

a

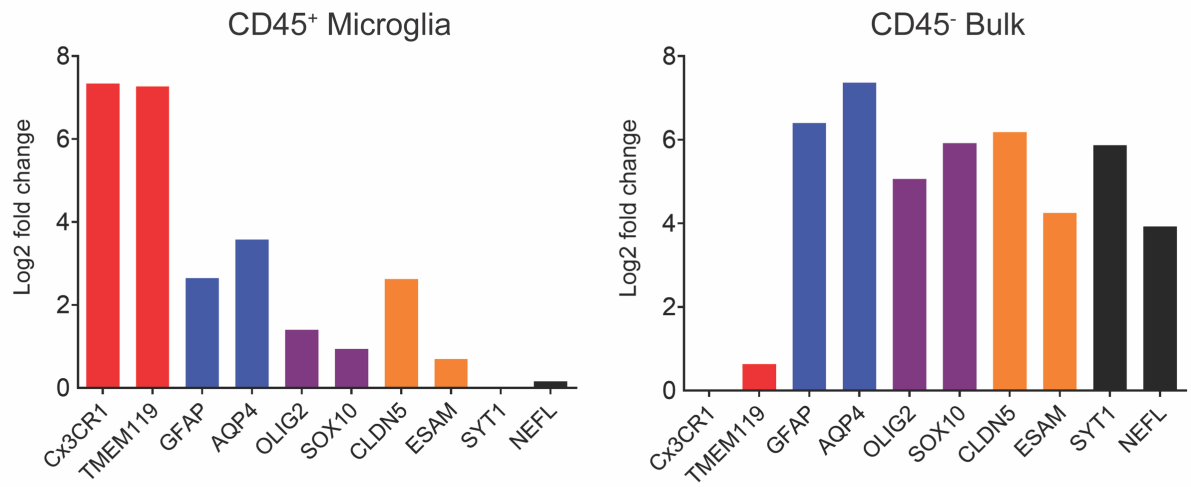

b

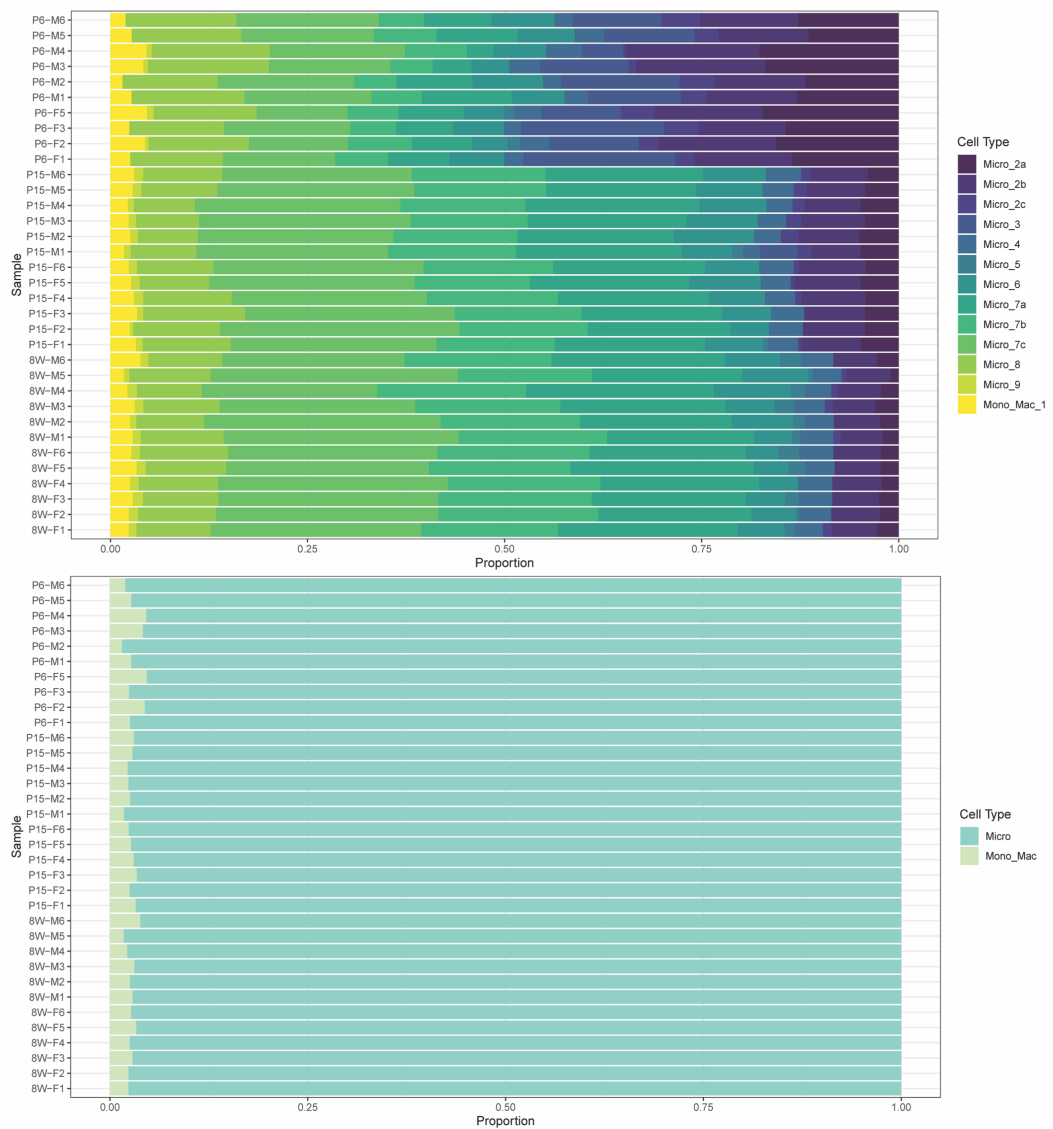

**Supplementary Figure 1: Validation of CD45<sup>+ve</sup> immunopanning technique via qPCR and cell proportion estimation with CIBERSORTx**

a. qPCR of 10 target genes from CD45<sup>+ve</sup> and CD45<sup>-ve</sup> immunopanning samples from a P6 mouse (n=1, mean of three technical replicates). Gene targets represent major cell types of the CNS; Microglia (CX3CR1, TMEM119), Astrocytes (GFAP, AQP4), Oligodendrocytes/OPCs (OLIG2, SOX10), Endothelial Cells (CLDN5, ESAM), Neurons (SYT1, NEFL). CD45<sup>+</sup> populations exhibit strong enrichment of microglial gene targets and low contamination of other cell types. Conversely, the CD45<sup>-ve</sup> sample exhibits expression of all other cell types and very low contamination of microglial cells. b. RNAseq gene expression from bulk immunopanned samples were compared against a single cell microglial dataset derived from CX3CR1 FACS sorted cells across the mouse lifespan<sup>31</sup>. Top panel shows proportions of all 12 identified microglial subsets (Micro) and single non microglial monocyte/macrophage subset (Mono\_Mac) from Hammond et al. 2019. Bottom panel shows all microglial subsets combined compared to Mono\_Mac. CIBERSORTx analysis observed an average of 2.8% non microglial (monocyte/macrophage) contamination per sample.

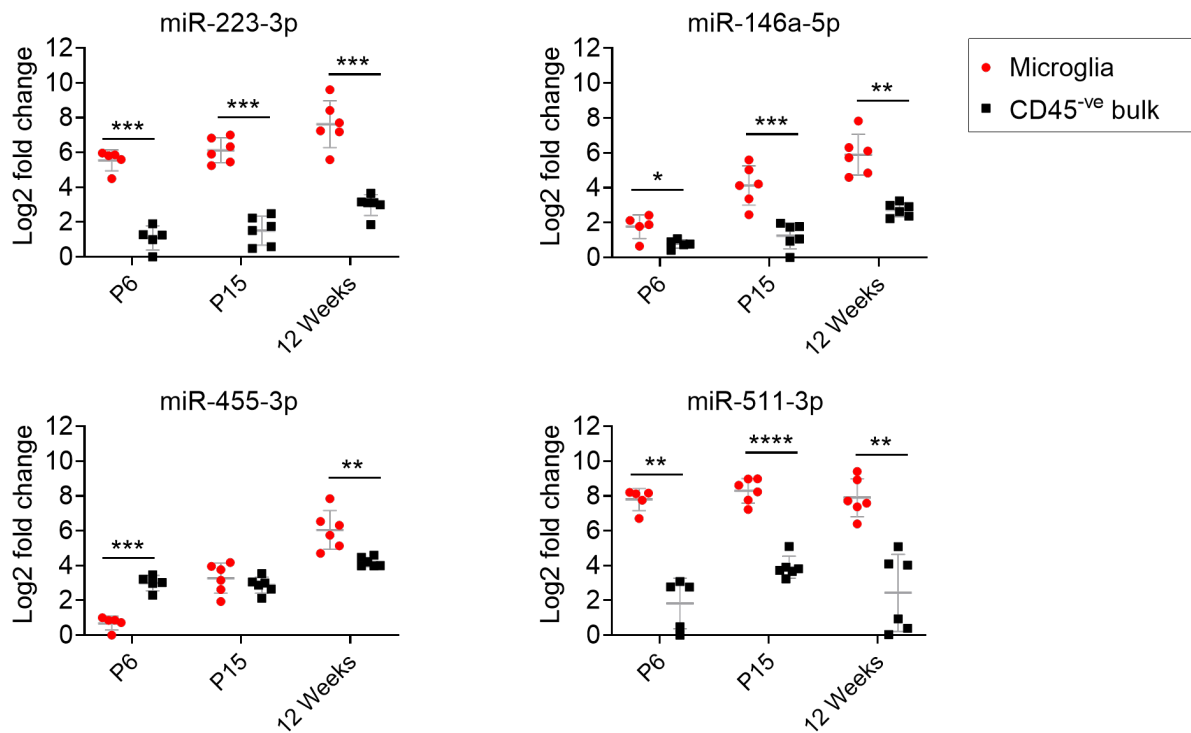

**Supplementary Figure 2: qPCR validation of age specific miRNA expression.** Expression of 4 miRNA candidates (223-3p, 146a-5p, 455-3p, 511-3p) were assessed in P6, P15 and adult mice (12 weeks) (n=5-6 per group). Data were analysed by paired t test comparing microglia and CD45<sup>-ve</sup> bulk expression within each age group. \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001, \*\*\*\* p < 0.0001. qPCR data is presented as mean  $\pm$  SD.

miRNA expression (smRNAseq)

Target mRNA expression (qPCR)

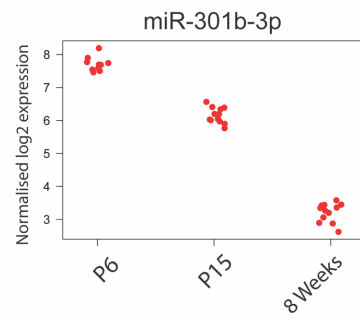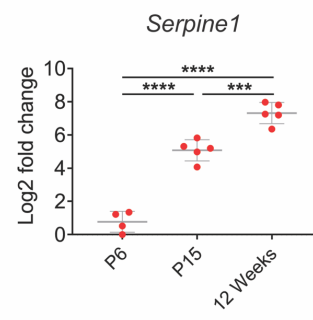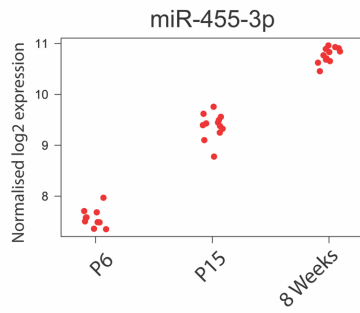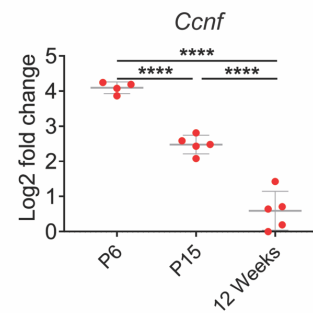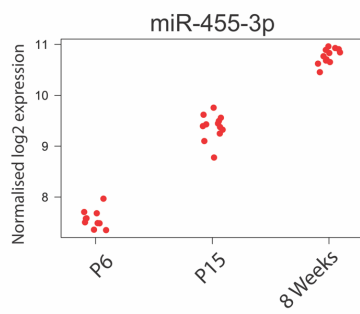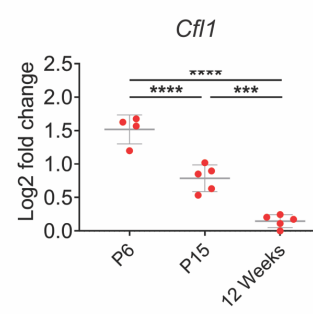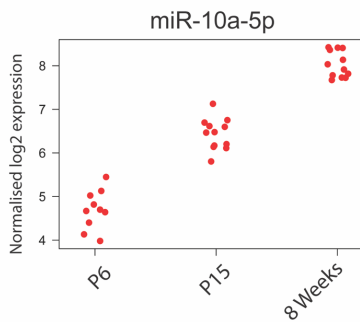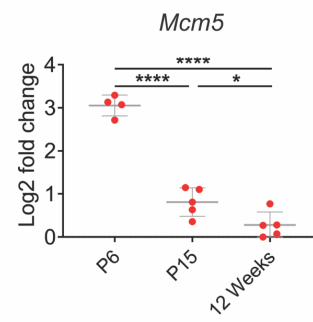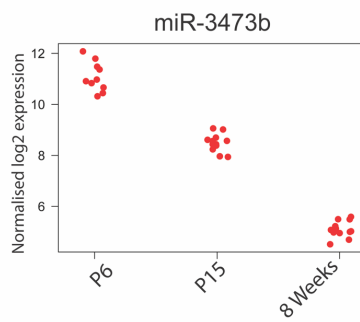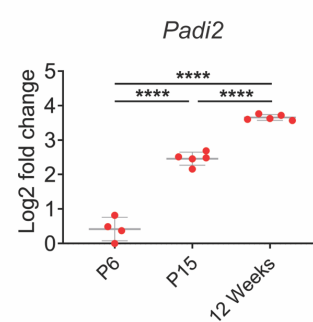

### **Supplementary Figure 3: qPCR validation of mRNA target genes.**

smRNAseq expression data for 6 candidate miRNAs and qPCR expression data for their predicted mRNA targets (based on negative correlation and experimental evidence of interaction, refer to Methods). All tested targets exhibited a negative correlation of expression with their putative miRNA binding partners. PCR data were generated in P6, P15 and adult mice (12 weeks) (n=4-5 per group). Data were analysed using one-way Anova followed by uncorrected Fisher's LSD. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . qPCR data is presented as mean  $\pm$  SD.

**Supplementary Table 1: Top expressed miRNAs and mRNAs in Microglia**

| Top expressed miRNAs and mRNAs in Microglia                         |       |       |       |         |         |       |       |       |         |
|---------------------------------------------------------------------|-------|-------|-------|---------|---------|-------|-------|-------|---------|
| Top 15 expressed miRNAs/mRNAs by average expression across all ages |       |       |       |         |         |       |       |       |         |
| miRNA                                                               |       |       |       |         | mRNA    |       |       |       |         |
| miRNA                                                               | P6    | P15   | 8W    | Average | mRNA    | P6    | P15   | 8W    | Average |
| let-7c-5p                                                           | 16.47 | 16.09 | 16.13 | 16.23   | Actb    | 13.18 | 13.02 | 12.84 | 13.01   |
| miR-9-5p                                                            | 16.84 | 15.83 | 15.51 | 16.06   | Csf1r   | 11.97 | 13.25 | 13.26 | 12.82   |
| miR-181a-5p                                                         | 15.30 | 15.91 | 16.42 | 15.88   | Cst3    | 11.19 | 13.22 | 13.82 | 12.74   |
| let-7a-5p                                                           | 15.51 | 15.55 | 15.77 | 15.61   | COX1    | 12.55 | 12.47 | 12.69 | 12.57   |
| let-7f-5p                                                           | 14.85 | 15.33 | 15.94 | 15.38   | Hexb    | 11.66 | 12.87 | 13.15 | 12.56   |
| miR-16-5p                                                           | 14.64 | 15.29 | 15.42 | 15.12   | Eef1a1  | 12.89 | 12.59 | 12.20 | 12.56   |
| let-7i-5p                                                           | 14.75 | 15.23 | 15.29 | 15.09   | Ctsd    | 11.82 | 12.48 | 12.69 | 12.33   |
| miR-26a-5p                                                          | 14.46 | 15.06 | 15.68 | 15.07   | Cx3cr1  | 11.28 | 12.25 | 12.60 | 12.04   |
| let-7b-5p                                                           | 15.22 | 14.58 | 14.43 | 14.74   | Psap    | 11.56 | 12.22 | 12.29 | 12.02   |
| let-7g-5p                                                           | 14.05 | 14.63 | 15.20 | 14.63   | Apoe    | 12.28 | 12.05 | 11.36 | 11.90   |
| miR-29b-3p                                                          | 13.36 | 14.63 | 15.78 | 14.59   | Sparc   | 10.91 | 12.70 | 12.04 | 11.88   |
| miR-451a                                                            | 13.37 | 15.33 | 14.42 | 14.37   | Lgmn    | 11.57 | 12.06 | 11.89 | 11.84   |
| miR-124-3p                                                          | 14.26 | 14.14 | 14.32 | 14.24   | Ctsb    | 12.35 | 11.55 | 11.49 | 11.80   |
| miR-191-5p                                                          | 13.41 | 14.26 | 14.86 | 14.18   | Rhob    | 11.00 | 12.21 | 12.17 | 11.79   |
| let-7d-5p                                                           | 13.73 | 14.11 | 14.51 | 14.12   | Serinc3 | 11.10 | 11.91 | 12.08 | 11.70   |
| All numeric values are log2 transformed                             |       |       |       |         |         |       |       |       |         |

| miRNA enrichment in microglia                                                        |                         |                             |             |                         |                             |                    |                         |                             |
|--------------------------------------------------------------------------------------|-------------------------|-----------------------------|-------------|-------------------------|-----------------------------|--------------------|-------------------------|-----------------------------|
| Top 10 known upregulated miRNAs vs. CD45- CNS cell types in each age group           |                         |                             |             |                         |                             |                    |                         |                             |
| P6                                                                                   |                         |                             | P15         |                         |                             | 8 Weeks            |                         |                             |
| miRNA                                                                                | Enrichment <sup>1</sup> | Avg Expression <sup>2</sup> | miRNA       | Enrichment <sup>1</sup> | Avg Expression <sup>2</sup> | miRNA              | Enrichment <sup>1</sup> | Avg Expression <sup>2</sup> |
| miR-511-3p                                                                           | 9.62                    | 7.25                        | miR-511-3p  | 7.80                    | 7.24                        | miR-6983-3p        | 7.38                    | 5.94                        |
| miR-6983-3p                                                                          | 7.99                    | 5.31                        | miR-6983-3p | 7.23                    | 6.15                        | miR-223-3p         | 6.96                    | 11.17                       |
| miR-223-3p                                                                           | 7.89                    | 11.05                       | miR-223-3p  | 7.14                    | 11.02                       | miR-146a-5p        | 6.68                    | 15.02                       |
| miR-223-5p                                                                           | 7.84                    | 3.96                        | miR-223-5p  | 6.79                    | 3.99                        | miR-223-5p         | 6.49                    | 3.87                        |
| miR-511-5p                                                                           | 7.73                    | 4.10                        | miR-511-5p  | 6.75                    | 4.07                        | miR-511-3p         | 6.29                    | 5.77                        |
| <b>miR-1895</b>                                                                      | 7.14                    | 5.57                        | miR-6983-5p | 6.13                    | 3.17                        | miR-142a-5p        | 6.16                    | 11.12                       |
| miR-142a-3p                                                                          | 6.71                    | 13.49                       | miR-142a-3p | 6.02                    | 14.11                       | miR-142a-3p        | 6.05                    | 13.76                       |
| miR-142a-5p                                                                          | 6.22                    | 10.10                       | miR-142a-5p | 5.72                    | 10.96                       | miR-6983-5p        | 5.89                    | 3.00                        |
| <b>miR-3079-3p</b>                                                                   | 6.01                    | 2.60                        | miR-146a-3p | 5.51                    | 4.28                        | miR-146a-3p        | 5.83                    | 5.10                        |
| miR-6983-5p                                                                          | 5.99                    | 2.14                        | miR-146a-5p | 5.45                    | 13.94                       | <b>miR-7219-3p</b> | 5.51                    | 4.50                        |
| <sup>1</sup> Log2 fold change comparing microglia to bulk CNS cell expression        |                         |                             |             |                         |                             |                    |                         |                             |
| <sup>2</sup> Average expression of miRNA in all microglial samples at designated age |                         |                             |             |                         |                             |                    |                         |                             |
| All numeric values are log2 transformed                                              |                         |                             |             |                         |                             |                    |                         |                             |
| Bolded miRNAs are uniquely represented in the top 10 of corresponding age group      |                         |                             |             |                         |                             |                    |                         |                             |

**Supplementary Table 3: novel miRNA enrichment in microglia**

| novel miRNA enrichment in microglia |                                 |                                      |      |         |                             |                           |                                                       |
|-------------------------------------|---------------------------------|--------------------------------------|------|---------|-----------------------------|---------------------------|-------------------------------------------------------|
| novel miRNA discovery by miRDeep2   |                                 |                                      |      |         |                             |                           |                                                       |
| ID                                  | General Enrichment <sup>2</sup> | Age Specific Enrichment <sup>1</sup> |      |         | miRDeep2 score <sup>3</sup> | Consensus mature sequence | Genomic coordinate <sup>4</sup>                       |
|                                     |                                 | P6                                   | P15  | 8 Weeks |                             |                           |                                                       |
| chr3_29427                          | 5.05                            | 3.98                                 | 5.95 | 5.22    | 1100.0                      | ucccuguccuccaggagaua      | chr3:150866217..150866276:+                           |
| chr12_10577                         | 3.98                            | 3.81                                 | 3.72 | 4.41    | 200.0                       | aaauuugagcuggaaauugagg    | chr12:3341345..3341401:-                              |
| chr5_33756                          | 3.64                            | 5.40                                 | 3.90 | 1.62    | 900.0                       | uggccaagggaugagaacucuaac  | chr5:23852209..23852281:+ / chr5:23710989..23711061:- |
| chr8_43150                          | 3.40                            | 5.10                                 | 3.19 | 1.90    | 2600.0                      | gcuggaggauaagaaagga       | chr8:109839299..109839374:+                           |
| chr2_25687                          | 3.10                            | 2.53                                 | 1.99 | 4.79    | 150.0                       | aacgcggucuuucugaguguc     | chr2:120701452..120701511:+                           |
| chr4_30965                          | 2.95                            | 2.55                                 | 3.65 | 2.64    | 570.0                       | uaaucauauucuuagccuac      | chr4:46495222..46495281:+                             |
| chr15_16817                         | 2.74                            | 3.69                                 | 1.72 | 2.81    | 100.0                       | aaagcuugggacauagcucug     | chr15:36595715..36595768:-                            |
| chr2_25261                          | 2.72                            | 2.49                                 | 3.55 | 2.11    | 4.4                         | uagcacaugugaaaagagc       | chr2:84741119..84741176:+                             |
| chr7_39988                          | 2.71                            | 2.97                                 | 2.71 | 2.45    | 100.0                       | ucaggcugucaguggguagag     | chr7:90055622..90055672:+                             |
| chr4_33208                          | 2.66                            | 3.03                                 | 3.16 | 1.80    | 86.0                        | ucugcccuccaugcugcaga      | chr4:133865904..133865963:-                           |
| chr14_15012                         | 2.63                            | 2.79                                 | 2.63 | 2.47    | 200.0                       | cauccugccuacaccuccuaag    | chr14:50929380..50929452:-                            |
| chr4_31798                          | 2.55                            | 3.21                                 | 2.68 | 1.76    | 2700.0                      | auggagagacuugacagcuc      | chr4:132310003..132310068:+                           |
| chr18_22209                         | 2.44                            | 5.07                                 | 3.10 | -0.85   | 190.0                       | ugggggguggggccgggc        | chr18:26874263..26874351:-                            |
| chr8_43564                          | 2.14                            | 1.88                                 | 2.69 | 1.86    | 330.0                       | uucagggaauaauggagucacag   | chr8:21456095..21456150:- / chr8:21594043..21594098:- |
| chr1_2994                           | 2.13                            | 1.99                                 | 2.12 | 2.26    | 59.0                        | cacccguugcucagccacucag    | chr1:165689968..165690025:-                           |
| chr5_34087                          | 2.05                            | 2.35                                 | 2.09 | 1.71    | 61.0                        | uacuucagauagccagcag       | chr5:53661140..53661195:+                             |
| chr17_19864                         | 1.97                            | 5.18                                 | 1.42 | -0.69   | 5.7                         | gggugggggucgggccgc        | chr17:50293004..50293059:+                            |
| chr11_7315                          | 1.87                            | 2.17                                 | 1.71 | 1.73    | 340.0                       | cuuucuccugcugcccugcag     | chr11:103064672..103064729:+                          |
| chr14_14675                         | 1.81                            | 1.05                                 | 1.47 | 2.90    | 4.9                         | ucgagcccacguugggcgcc      | chr14:16637153..16637217:-                            |
| chr7_39643                          | 1.79                            | -0.09                                | 1.63 | 3.83    | 260.0                       | uggagacuuccugucagagc      | chr7:48961534..48961592:+                             |
| chr6_38325                          | 1.77                            | 4.02                                 | 1.90 | -0.60   | 1800.0                      | aggcugugaugauuggcgc       | chr6:71882637..71882692:-                             |
| chr14_14933                         | 1.59                            | 1.31                                 | 1.18 | 2.28    | 52.0                        | ccagucuucggcaucagugug     | chr14:40907891..40907955:-                            |
| chr9_44662                          | 1.55                            | 2.67                                 | 1.41 | 0.58    | 530.0                       | cugugggaaggaacuacaagacagc | chr9:15313906..15313985:+                             |
| chr7_39362                          | 1.51                            | 1.50                                 | 1.55 | 1.47    | 380.0                       | uagcacuuguauuggguuuugu    | chr7:28351506..28351564:+                             |

<sup>1</sup> Log2 enrichment of expression between CD45+ microglia and CD45- CNS cells at specified age

<sup>2</sup> Overall Log2 enrichment of expression between pooled microglia and CD45- CNS cell samples

<sup>3</sup> log-odds probability of a sequence being a genuine miRNA hairpin versus the probability it is a background hairpin

<sup>4</sup> Genomic coordinates of the predicted precursor miRNA sequence. Mapped to GRCm38/mm10 genome build. +/- indicates strand. chr5\_33756 and chr8\_43564 map identically to 2 unique genomic regions.

**Supplementary Table 4: Predicted precursor structures of microglial enriched novel miRNAs predicted by miRDeep2**

| miRNA_ID   | Predicted pri-miRNA structure – (mature miRNA sequence highlighted red)              |
|------------|--------------------------------------------------------------------------------------|
| chr1_2994  | 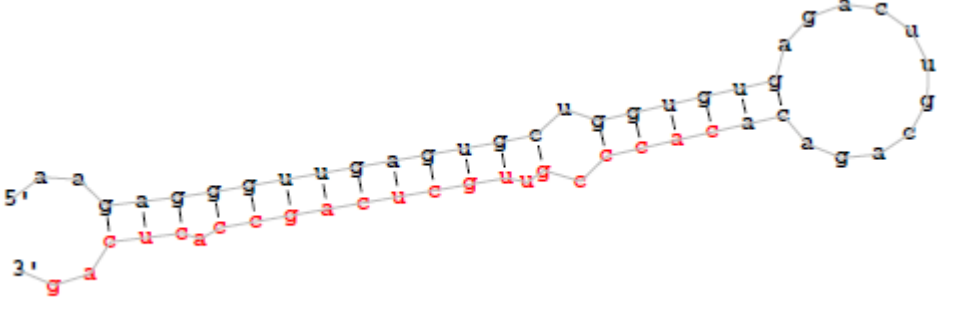   |
| chr2_25261 | 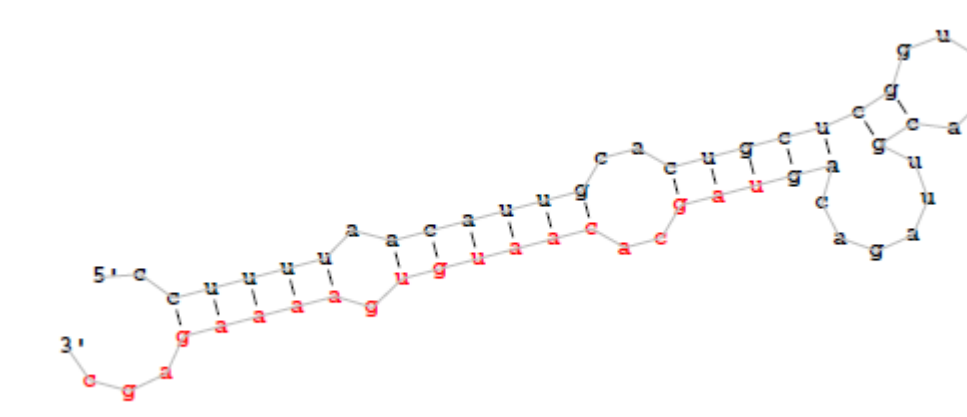  |
| chr2_25687 | 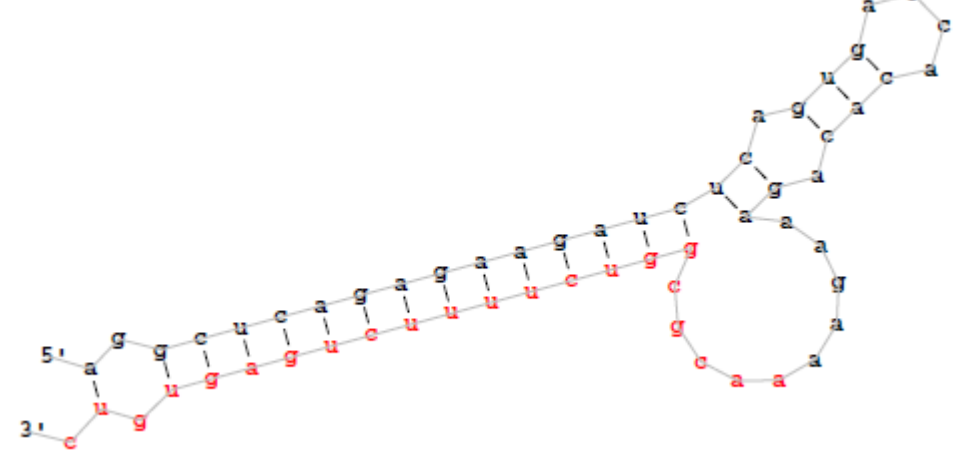 |
| chr3_29427 | 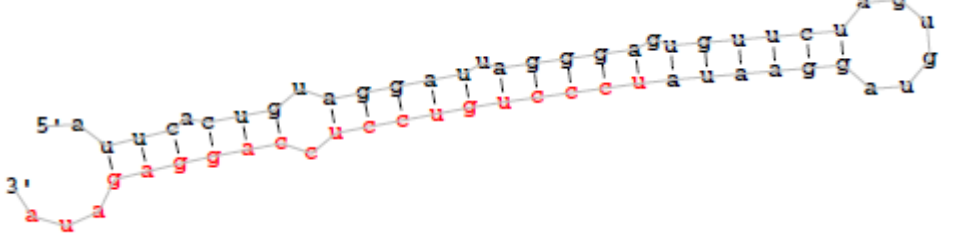 |

|                 |  |
|-----------------|--|
| chr12_1057<br>7 |  |
| chr14_1467<br>5 |  |
| chr14_1493<br>3 |  |
| chr14_1501<br>2 |  |

# Supplementary material for: Mouse microglia express unique miRNA-mRNA networks to facilitate age-specific functions in the developing central nervous system
**Source:** Commun Biol. 2023 May 22;6:555. doi: 10.1038/s42003-023-04926-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Microglia vs Bulk differential expression analysis (for each age group).

**File name:** Supplementary Data 2

**Description:** miRNA-mRNA network analysis.

**File name:** Supplementary Data 3

**Description:** KEGG analysis of miRNA-mRNA network results.

**File name:** Supplementary Data 4

**Description:** GO analysis of miRNA-mRNA network results.

**File name:** Supplementary Data 5

**Description:** miRNA differential expression analysis (between each age group).

**File name:** Supplementary Data 6

**Description:** Male vs Female mRNA differential expression analysis (within each age group).

**File name:** Supplementary Data 7

**Description:** Numerical source data.

# Supplementary material for: Mouse microglia express unique miRNA-mRNA networks to facilitate age-specific functions in the developing central nervous system
**Source:** Commun Biol. 2023 May 22;6:555. doi: 10.1038/s42003-023-04926-8
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection N/A

Data analysis

\*\*\* R programming language and modules \*\*\*

- R (ver 4.0.0)
- Subread (ver 2.0.0)
- limma (ver 3.48.1)
- edgeR (ver 3.34.0)
- EnhancedVolcano (ver 1.10.0)
- R (ver 4.0.0)
- psych (ver 2.16)
- multiMiR (ver 1.140)

\*\*\* Other Software \*\*\*

- fastp (ver 0.20.0)
- mirDeep2 (ver 0.1.3)
- STAR (ver 2.7.3)
- RNAhybrid (ver 2.2.1)
- Cytoscape (ver 3.9.1)

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

*Provide your data availability statement here.*

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

RNAseq sample size was determined to match or exceed those of similar studies (Kodama et al Nat Neurosci 2020 ; Villa et al Cell Rep 2018), such that comparisons between age groups were 12 vs 12 (matched for sex), and between tissue types were 36 vs 36 (correcting for animal, age and sex). For differential expression analysis we used the empirical Bayes procedure implemented in R limma software to maximise sensitivity to detect differentially expressed genes. To prioritise differences most likely to be biologically relevant, we subsequently applied the limma treat procedure to discard results with an absolute fold change < 2.

Data exclusions

One sample was excluded from sequencing prior to library construction as the RNA failed QC. One biological replicate was excluded from analysis based on Multi Dimensional Scaling Analysis.

Replication

We did not undertake replication, given the complexity of the experiments. Validation of key results from RNA sequencing were validated using qPCR. All validation experiments are included in the manuscript.

Randomization

Randomisation to groups not relevant - all mice were ordered from a commercial animal supplier to match appropriate ages then all were collected

Blinding

Blinding not relevant as we did not have treatment groups.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                 |
|-----------------|---------------------------------------------------------------------------------|
| Antibodies used | Anti-CD45 antibody (#550539; BD Pharmingen)                                     |
| Validation      | Routinely tested for mouse reactivity by the manufacturer using flow cytometry. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse C57Bl/6J of multiple ages as outlined in the manuscript                                                                                                                                                                               |
| Wild animals            | N/A                                                                                                                                                                                                                                         |
| Reporting on sex        | Sex was considered as a variable in this study. The study was appropriately powered to allow for analysis of sex specific differences in miRNA and mRNA transcripts. A section of the results discusses the sex specific analysis outcomes. |
| Field-collected samples | N/A                                                                                                                                                                                                                                         |
| Ethics oversight        | Animal Ethics Committee at the Florey Institute of Neuroscience and Mental Health.                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

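The mRNA of CD45+ve microglia was sequenced from 35 C57Bl/6 mice at P6, P15 and 8 weeks, with 1 library per mouse. The authors isolated the cells by immunopanning, prepared directional libraries, sequenced them as paired-end reads on an MGISEQ2000-RS, aligned the reads to GRCm38/mm10 with STAR at default settings and counted fragments on genes with featureCounts in its reverse-stranded mode. The authors deposited raw counts per gene, 1 column per mouse, without filtering on expression or normalisation, and the values were checked to be whole numbers with a different total in each column. The paper's text does not name the release of the gene annotation. Each of the 35 columns was used. No 2 libraries of the same group were copies of each other, since over the 85 pairs of mice within the groups the lowest chi-square per gene was 14.3 over 14932 genes. Pairs across groups were not compared. The miRNA libraries and the qPCR data were not analysed here.

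Mice were grouped by the age and sex in their labels. The 34 mice plotted by the paper, which are named in Supplementary Data 7, formed the main set, and P6 female 6, which the paper removed as an outlier on its MDS plot, was added back as an alternative. A further P6 female failed the paper's RNA quality control and has no library. The labels number the mice of each group, and these numbers are the source of the pairing used in the replicate block. Same-numbered mice are different animals. The labels name no sequencing or library batch, and the paper's text does not assign mice to batches.

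Genes were named from GENCODE M21 on GRCm38/mm10, whose copy may not be the release used by the authors. Of the 55401 gene identifiers, 55141 had a name there and 260 had none. All 232 network target symbols and all 137 marker symbols were matched. Coordinates, biotypes and lengths come from the same annotation.

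Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes with at least 0.5 CPM in at least 5 mice were kept, and library sizes were scaled by TMM. The main test was an edgeR quasi-likelihood fit (glmQLFit, robust) with 1 mean for each of the 6 age and sex groups. A gene was called when glmTreat with a 2-fold threshold gave a Benjamini-Hochberg adjusted p (FDR) below 0.05. Age contrasts compared the average of the female and male means. Changes of single genes between ages were tested with glmQLFTest without a fold threshold, and so was the interaction of sex and age. The paper's random effect of mouse was not fitted, since each mouse has a single microglial mRNA library. Levels are TMM-scaled CPM, and log2 CPM uses a prior count of 2. MDS used leading log2FC over the 500 genes with the largest changes for each pair of mice, and its separation by age was tested with 100000 permutations. All tests were two-sided except those of MDS shares, which ask for a share as large as that observed. Marker sets were compared between ages by permutation and between sexes by exact permutation. Gene lists were set against 10000 random lists of the same size matched on mean expression in 20 bins of level.

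Between 23316107 and 38965078 fragments per mouse were counted on genes. A level of 3 counts, used as the floor, was between 0.0770 and 0.129 CPM. Where each library of one sex was at or under the floor, a fold is given as a lower bound. PCR copies cannot be told from independent molecules without molecular identifiers, so floors cover counting error alone.

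Genes named in the text were chosen by a rule. It took each mRNA that the paper names in its results, discussion, Table 1 or Supplementary Table 1 as measured in microglia. It also took the 5 largest rises and 5 largest falls from P6 to 8 weeks among genes past the 2-fold threshold whose ages did not overlap, any autosomal gene called between sexes, and the members of 15 marker lists. Genes outside the rule are said to be so where they are named, and 3 genes within it are not reported here.

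The alternatives were set before the data were examined, except where the text says otherwise. They were all 35 mice, scaling by library size or by DESeq2's size factors, limma-voom (the tool the paper names) with the TREAT test, DESeq2 with the same threshold, no fold threshold, no filter on low counts, at least 10 counts in every mouse, a fit of the compared groups alone, age without sex, the replicate block, and each P6 female left out in turn for the sex contrasts. For expressed transcripts they were a minimum of 1 CPM and TMM-scaled CPM. For MDS they were all genes, and the same 500 genes for every pair. Chosen after the data were seen were a fit with the mean level of neuronal and neural progenitor markers as a covariate, each P6 female left out in turn for the age contrasts, and 2 counts of expressed transcripts limited to genes with an Entrez identifier or a RefSeq name. RPKM was planned for the most expressed transcripts only where the count table itself gives gene lengths. Lengths used here come from the annotation, and RPKM was not computed. Other splits of the mice were counted by exchanging sexes within same-numbered pairs, or ages among same-numbered mice of one sex.

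The tests were tried on simulated data. Counts were drawn for 17612 genes from the means and library sizes of the real mice, with 200 genes changed 4-fold in each set. For the contrasts of sex, the test with a 2-fold threshold recovered 65% of the changed genes at P6, 69.5% at P15 and 71% at 8 weeks, and for age it recovered 80.5% between 8 weeks and P6 and 81.5% between 8 weeks and P15. Without a fold threshold, 85.5% to 89% of the changed genes were recovered for sex and 95.5% to 96% for age. Of 20 random lists, 2 lay outside the central 95% of their own random lists, and a list raised by 1 SD lay at percentile 100.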

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

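The tests of RNA from other cells, of P6 female 6, of P15 male 1, of P15 female 4 and of 8-week male 4 were chosen after the results they concern had been seen, apart from those of total counts and of the share of splits for the age and sex contrasts and of total counts in P6 female 6.

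Between P6 and 8 weeks, 4200 mRNAs changed by more than 2-fold (2024 higher and 2176 lower at 8 weeks), between P6 and P15 1713 (858 higher and 855 lower), and between P15 and 8 weeks 751 (211 higher and 540 lower). In 60 splits with the ages exchanged among same-numbered mice of one sex, 1 split gave as many genes in each of the 3 contrasts, the real one, and the largest number in another split was 53, 0 and 437. Across genes, which are not independent replicates, the log2FC from P6 to 8 weeks had a rank correlation of −0.122 with GC content and of −0.036 with gene length over 17600 genes (99.9% of those tested), and of −0.151 and −0.193 over 4193 of the genes called. All of these are weak, although a small contribution of gene length or GC content is not ruled out. Total counts of the P6 and 8-week mice did not differ (two-sided permutation test, p = 0.0705). With the level of neural markers added to the model, 1348 of the 4200 genes were still called. That level was 4.75 to 6.47 at P6 and 1.83 to 3.43 at 8 weeks, so that these ages did not overlap and the model could not separate them. At P15 it was 2.83 to 5.60, which overlaps both, and 960 of the 1713 genes between P6 and P15 and 230 of the 751 between P15 and 8 weeks were still called. In all, this fit called 2814 genes between P6 and 8 weeks, 1933 higher and 881 lower at 8 weeks. Between P6 and P15 it called 1501, with 1021 higher and 480 lower at P15. Between P15 and 8 weeks it called 584, with 376 higher and 208 lower at 8 weeks, against 211 and 540 without the covariate. Between P6 and 8 weeks, how much of the change lies in the microglia and how much in the amount of RNA from neural cells cannot be told apart with this model.

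Markers of neurons averaged 5.767 on the log2 CPM scale in the P6 libraries and markers of neural progenitors and immature neurons 5.922, in data that the paper analysed as microglial. From P6 to 8 weeks neuron markers fell by 1.82 (two-sided permutation test, p = 3e-05, adjusted p = 7.9e-05, 10 of 12 mice below every P6 mouse) and progenitor markers by 4.31 (p = 1e-05, the smallest the permutations can give, adjusted p = 3.2e-05, 12 of 12 mice). All progenitor markers except Neurod1 are also listed network targets, which the paper selected from correlations in these same libraries. The fall of the progenitor set with age is therefore not an independent test. The neuron markers did not fall alike, since the change of Syt1 was not significant and Nefl fell less than the set. If the RNAs of the neuron and progenitor sets came from other cells, both sets should rise together from mouse to mouse. They did at P6, with Pearson's r = 0.893 (permutation p = 0.00219) and Spearman's rho = 0.721 (p = 0.0237) over 10 mice, and at P15, with r = 0.980 (p = 1e-05) and rho = 0.972 (p = 1e-05) over 12. Without the 2 mice farthest from the median r was 0.776 at P6 and 0.949 at P15. Neuron markers fell where microglial markers rose, with r = −0.855 (p = 0.00324) and rho = −0.721 (p = 0.0237) at P6 and r = −0.930 (p = 4e-05) and rho = −0.909 (p = 1.2e-04) at P15, and r was −0.692 and −0.931 without the farthest 2 mice. They did not follow total counts, with r = −0.024 (p = 0.951) and rho = 0.321 (p = 0.369) at P6 and r = 0.050 (p = 0.875) and rho = −0.056 (p = 0.869) at P15. Over the 10 relations tested in this family, Benjamini-Hochberg adjustment left p = 0.0474 for both rank correlations at P6 and p = 4e-04 for that of neuron and microglial markers at P15. The values are consistent with a share of RNA from neural cells that varied between the P6 and P15 libraries, as a hypothesis found and tested on the same mice. Expression of these genes within microglia was not tested.

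P6 female 6, the mouse that the paper left out, stood apart from the other 4 P6 females on several measures. Its neuron markers were at 7.525 (5.905 to 6.273 in the others) and its microglial markers at 8.815 (9.949 to 10.222). Monocyte and macrophage markers were at 3.604, neutrophil and lymphocyte markers at −0.453 and markers of S phase at 4.783, each below the others. Among single genes, log2 CPM was 6.43 for Mcm5, 3.725 for Ccnf, 4.096 for Ifi27, 4.682 for Birc5 and 3.448 for Cdca5, each below the others. Against all 10 other P6 mice, its neuron markers of 7.525 lay above their range of 4.779 to 6.32 and its microglial markers below theirs of 9.949 to 10.787. Its total of 33633757 counts lay between 27871053 and 36418487, so library size was not the reason. It held 20664 counts of Xist and 3 of the Y-linked genes, so a mislabelled sex was not either. Its oligodendrocyte lineage markers, at 7.132, and astrocyte markers, at 8.096, also lay above all other P6 mice (at most 5.543 and 7.239), but its neural progenitor markers, at 6.473, lay within their range of 4.523 to 6.584. A larger share of RNA from other brain cells is a candidate explanation that these tests leave, although the neuron and progenitor sets did not rise together in this mouse.

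P15 female 4 lay at −0.534 on MDS dimension 1 with all 35 mice, against 0.019 to 0.31 in the other 5 P15 females, and its log2 CPM of Dpysl3 was 4.313, against 5.884 to 6.827. Its neuron markers of 4.906 lay below the other females (5.226 to 6.534), so that a smaller share of RNA from neural cells may account for its position. Neither GC content (rank correlation of −0.012 across genes, from −0.344 to 0.486 in the others) nor its total of 32742525 counts (from 23316107 to 38965078) set it apart.

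In P15 male 1, Ddx3y was at 3.763 on the log2 CPM scale (5.303 to 5.618 in the other 5 P15 males), Uty at 2.464 (3.594 to 4.046), and markers that escape X inactivation at 4.504 (5.386 to 5.61). Its Xist count of 55 lay above the other males (7 to 31), but the P15 female with the fewest held 11696, so that any admixture of female RNA would be far too small to lower the Y-linked genes this much. Its total of 30433124 counts lay within 25410871 to 36436275. Across genes its deviation from the other males had a rank correlation of 0.529 with GC content, against −0.491 to −0.093 in the others, and its neuron markers of 6.386 lay above theirs (3.89 to 5.824). A library bias that follows GC content could account for the low values. With P6 female 6 included in the scaling, P15 female 2 had neuron markers at 6.540 and microglial markers at 11.252. Those of P15 male 1 were at 6.484 and 11.247. Escape markers were nevertheless at 6.187 in that female, and at 6.16 in P15 female 3, whose neuron markers were at 6.213. These values argue against RNA from neurons as the account for the low escape markers. Females cannot be read for Ddx3y and Uty, and RNA from other cell types was not ruled out.

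In 8-week male 4, Eif2s3y was at 3.943 (5.321 to 6.096 in the other 5 males) and Socs5 at 4.735 (5.053 to 5.175). Its total of 30468566 counts lay within 26564805 to 31177750. Its deviation from the other males had a rank correlation of 0.528 with GC content, where the other 8-week mice lay between −0.481 and 0.368, and its neutrophil and lymphocyte markers were at 4.414 (2.603 to 3.84). A GC bias may contribute and was not ruled out. With P6 female 6 included in the scaling, its microglial markers, at 12.053, lay within those of the other 5 males (11.808 to 12.079). Microglial RNA was therefore not visibly diluted, which argues against RNA from blood cells as the account for the low Eif2s3y and Socs5. Its red blood cell markers, at 9.169, lay above those of the other males (6.623 to 8.355), so some RNA from blood cells remains possible.

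These single mice were found by comparing the gap between the extreme mouse and its nearest neighbour with the range of its group, a comparison that picks out about 1 in 20 groups by chance. Over 35 measures it was applied to 192 groups and picked out 18, where 9.6 were expected. P6 female 6 accounts for 11 of the 18.

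At 8 weeks, 20 genes differed between sexes when no fold threshold was set. In the 32 splits that exchange sexes within same-numbered pairs, 1 split, the real one, gave as many, and the largest number in another was 1. Of the 20, 10 were autosomal and higher in males (Cxcr2, Cd44, Bst1, Emilin2, Lrg1, Ifitm2, Plac8, Hp, Tarm1 and Cyp4f18). Neutrophil and lymphocyte markers were higher in males by 0.85 on the log2 scale (two-sided exact permutation test, p = 0.0238, adjusted p = 0.317 over 45 comparisons, 4 of 6 males above every female), which did not pass adjustment. Monocyte and macrophage markers, a set that contains Plac8, were higher by 0.457 (exact permutation test, p = 0.00216, adjusted p = 0.0487, 6 of 6 males above every female). RNA from such cells may account for some of these genes. Markers of red blood cells did not differ (exact p = 0.509). The males also had lower total counts (exact p = 0.0173). Without male 4, which had the highest level of the 10 genes, 4 of them were still called, and without male 6 also 4, whereas without male 1 or male 2 all 10 were, so that the calls rest in part on single mice. All 10 kept their direction whichever male was left out, and for each gene at least 4 of 6 males lay above every female. When only the 8-week mice were fitted, 11 genes were called and none of the 10 was among them, and limma-voom called 23 genes and DESeq2 48, with 7 and all 10 of them. Library size, RNA from other cells and single mice remain as candidate explanations of the calls, though a single mouse does not account for the shared direction. For the difference between ages in this set, the interaction of sex and age was significant for 0 genes (2083 at an unadjusted p under 0.05).

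The transcript with the highest level, with a mean log2 CPM of 14.025 over the 3 ages, was CT010467.1 (ENSMUSG00000106106), annotated as an rRNA on chromosome 17 of GRCm38/mm10 from 39846353 to 39848827. It took 1.78% of the counts on average and is absent from the paper's table of the most expressed transcripts, which lists miRNAs and mRNAs. Its log2 CPM was 14.18 ± 0.45 (SD, n = 10) at P6, 14.17 ± 0.62 (n = 12) at P15 and 13.74 ± 0.50 (n = 12) at 8 weeks. No explanation of its level was tested.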

How the results depend on the processing

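The fits with neural marker level as a covariate, those that leave out a P6 female from the age contrasts, and the counts limited to genes with an Entrez identifier or a RefSeq name were chosen after the results were seen.

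Of the 18 log2FC between sexes, each kept its direction and its side of the threshold under 231 alternatives, although most of the settings cannot bring changes of this size near the threshold. The 60 mean levels of the most expressed transcripts moved by less than the spread between mice under 300 alternatives. Of 81 changes between ages under 1197 alternatives, 1164 kept direction and significance, 24 lost significance and 9 reversed. Of 30 changes of marker sets under 120 alternatives, 118 did not change and 2 reversed. Among 13 further results under 149 alternatives, 129 stayed within the spread or within 1.5 times the main count and 20 moved. The share of MDS distances between ages stayed between 45.6% (no filter on low counts) and 78.1% (the same 500 genes for every pair), and the median share of variance of the network targets between 86.2% and 87.6%.

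With at least 10 counts in every mouse, 0 genes were called between sexes at P6, P15 and 8 weeks, against 8 at each (3, 3 and 9 at an unadjusted p under 0.05), and 0 were shared by all ages. None of the 8 genes passes this filter, because each is near 0 in one sex. The same filter left 2433 calls between 8 weeks and P6, 967 between P15 and P6 and 306 between 8 weeks and P15. It removes genes with few counts at any age. When only the groups compared were fitted, 5 genes were called between sexes at P15 and 5 were shared by all ages. Without a fold threshold, 20 genes were called between sexes at 8 weeks, and 13097, 10882 and 8434 genes between 8 weeks and P6, P15 and P6, and 8 weeks and P15. With limma-voom, 398 genes were called between 8 weeks and P15. DESeq2 called 23 genes in the interaction of sex and age, where the main test called 0 (2083 at an unadjusted p under 0.05). For the limma-voom and DESeq2 fits the cause was not tested. The group-only fits filter on the compared mice alone, which left 15989 to 16124 genes, and Tsix was not among them. For the other genes of these fits the cause was not tested.

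Dimension 1 of the MDS plot accounted for 48.8% of the variance in the 34 mice, 48.9% (48.866) in all 35, 49.6% with library size alone, 52.3% with all genes, 75.7% with the same 500 genes for every pair and 42.5% with no filter. The cause was not tested.

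Monocyte and macrophage markers changed by −0.035 from P6 to 8 weeks in 34 mice and by 0.065 in all 35 (permutation test, p = 0.688), and markers that escape X inactivation by 0.061 with TMM and by −0.073 with library size alone (permutation test, p = 0.623), none of them past the threshold. Esam changed by 0.135, by −0.015 with library size alone and by −0.034 to 0.202 across the fits that leave out a P6 female (−0.034 without P6 female replicate 3), again without significance. With neural marker level as a covariate, 7 genes reversed between P6 and 8 weeks, to a log2FC of 1.287 for Olig2, 0.829 for Sox10, 2.736 for Syt1, 1.367 for Nefl, −0.007 for Psap, −0.811 for Lgmn and −0.120 for Serinc3. Syt1 and Nefl belong to the covariate itself, so their change is partly built into the model. For the rest the cause was not tested, and since the covariate does not overlap between P6 and 8 weeks the reversals cannot be read as changes in microglia. Of the 24 changes that lost significance, 14 did so with this covariate, 8 were of Aqp4 and 2 of Lgmn.

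Across the 4 fits that each left out one P6 female, 8 to 9 genes were called between sexes at P6, 8 were shared by all ages, 4019 to 4059 were called between 8 weeks and P6, 1561 to 1648 between P15 and P6 and 738 to 753 between 8 weeks and P15, and 220 network targets were lower at 8 weeks than at P6 in each. The main numbers of the age contrasts, with 1 more mouse, were 4200, 1713 and 751.

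With the replicate number as a replicate block, 8 genes were called between sexes at each age, the same 8 as without it, and 4155, 1704 and 746 between ages, of which 4105, 1651 and 718 were among those called without it. The same-numbered mice of the 2 sexes of an age did not deviate together (mean correlation of 0.0437 over 16 pairs, against −0.00807 over 80 pairs with different numbers), so a paired analysis had nothing to gain.

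Scaling moved the level of all genes. With library size alone the median log2FC of all genes was −0.103 between 8 weeks and P6 and −0.140 between P15 and P6, against 0.038 and −0.014 with TMM. It gave 1697 higher and 2482 lower genes between 8 weeks and P6, against 2024 and 2176, and 692 higher and 1001 lower between P15 and P6, against 858 and 855. The named changes are relative to these medians.

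The number of expressed transcripts was 17612, and from 13655 to 17697 under the alternatives. RPKM was not computed, and with at least 10 counts in every mouse no log2FC of the sex-linked genes could be given. The interaction test without a fold threshold is the main test and gives no alternative. Depth limits the folds of Tsix, Kdm5d, Gm4017 and Gm29650 at each age and of Uty and Ddx3y at P6, whose level in one sex is at or under 3 counts and whose folds are lower bounds.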

Differences from the paper's values

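For Ddx3y at 8 weeks the log2FC of males against females was 9.474 against the paper's 10.3057, and at P15 it was 8.618 against the paper's 9.26005. Of the alternatives set before the data were examined, limma-voom, the tool named in the paper's methods, closed the gap at both ages, with 10.307 at 8 weeks and 9.268 at P15. At P15 the gap was also within the error when only the groups compared were fitted (8.590) and with the replicate block (8.638). It was not with all 35 mice (9.474 at 8 weeks and 8.601 at P15), library size alone (9.459 and 8.539), DESeq2's size factors (9.474 and 8.627), DESeq2 (9.570 and 8.506) or no filter on low counts (9.460 and 8.612), nor at 8 weeks when only the groups compared were fitted (9.459) or with the replicate block (9.446). Over all 18 log2FC of Supplementary Data 6, limma-voom differed from the paper's values by a median of 0.003 and at most 0.008. The main values differed from them by a median of 0.737 and at most 2.907, and 2 of the 18, those of Ddx3y, were counted as different. In the main values alone, lower bounds replaced the fitted log2FC where one sex was at or under the floor. A bound was counted as different only if it lay beyond the paper's value or had the opposite sign, so this number may be too low. With library size alone, where fitted log2FC were used throughout, 7 of the 18 were counted as different (median gap 0.509, at most 2.152).

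The paper counts 15660 expressed transcripts. Here 17612 genes passed the same filter. A minimum of 1 CPM in at least 5 mice gave 15774, 114 from the paper's number. Limited to genes named in RefSeq the number was 16048, and to genes with an Entrez identifier 14883, both chosen after the values were seen.

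The paper lists 6 mRNAs between sexes at all ages. Here these 6 and also Gm4017 and Gm29650 were called, 8 in all. With limma-voom 7 were called at all ages, without Gm29650. A fit of the compared groups alone called 5 of the paper's 6 at all ages, without Tsix. No setting that was run gave the paper's set of exactly 6.

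The paper's table of the most expressed transcripts lists miRNAs and mRNAs and does not contain CT010467.1, which is annotated as an rRNA and ranked 1 here. The paper's 15 mRNAs ranked 2 to 16, so the highest transcripts differed from its list by this rRNA alone. The paper's discussion counts Tmem119 among the top expressed transcripts, and here it ranked 58 over the 3 ages, 469 at P6, 37 at P15 and 33 at 8 weeks.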

Other observations

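The tests of network targets against markers of other cells and dividing neural cells, and of MDS dimension 2 against neural markers, were chosen after the results had been seen.

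For the sex contrasts, each of the splits that exchange sexes within same-numbered pairs was fitted. At P15 and at 8 weeks 1 of the 32 splits gave as many genes as the real one, that split itself, and at P6 1 of 16, a design that cannot give a share under 0.05. Of 100 splits of the P6 mice into groups of the same sizes, 1 gave as many. For the genes shared by all ages, 1 of 60 splits gave as many. For the interaction of sex and age the real split gave 0 genes, so that all 60 of 60 splits gave as many and the test shows nothing. At an unadjusted p under 0.05 it gave 2083, and 5 of the 60 splits gave as many, with 4048 in the largest.

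The 12 mice at P15 spread along MDS dimension 2. Their position followed the mean of the neuron and progenitor markers, with Pearson's r = −0.980 (permutation p = 1e-05, the smallest possible) and Spearman's rho = −0.965 (p = 1e-05), and r = −0.950 without the 2 mice farthest from the median. It did not follow total counts (r = −0.019, p = 0.953; rho = 0.112, p = 0.735). The spread may reflect a varying share of RNA from neural cells. The design gives no biological condition within P15 other than sex, and none was tested.

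Of the network targets listed for 8 weeks and P15, 220 of 232 were lower at 8 weeks than at P6. In 60 splits with ages exchanged among same-numbered mice of one sex, 1 split, the real one, gave as many, and the largest number in another was 212. Within ages, the targets followed the neuron markers, with a median correlation of 0.287 over 34 mice, against −0.136 in random lists matched on level (95% of lists from −0.203 to −0.060), at percentile 100. The comparisons with markers of dividing cells used 35 marker genes and 212 of the 232 targets, and do not cover the other targets. With these markers the median was −0.077 at percentile 11.25 over all ages. By age it was 0.017 at percentile 73.6 at P6, −0.106 at percentile 0.92 at P15 and −0.119 at percentile 2.38 at 8 weeks. At P15 and 8 weeks the 212 targets therefore went against these markers more than most random lists did. Cell cycle markers did not follow neural markers from mouse to mouse, with r = 0.025 (p = 0.946) and rho = 0.030 (p = 0.946) at P6 and r = −0.004 (p = 0.991) and rho = −0.189 (p = 0.556) at P15. Without the 2 mice farthest from the median r was −0.533 at P6 and 0.298 at P15, so that r is unstable here and the test of dividing neural cells as a source is weak. Against lists matched on the change from P6 to 8 weeks, whose median was 0.411, the targets followed the neuron markers less, at percentile 0.23, and lay at percentile 0 for the cell cycle markers. RNA from neural cells that becomes scarcer with age is therefore a candidate explanation for part of the fall, one that would apply to falling genes in general and not to the targets in particular.

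Among the 4200 genes that changed more than 2-fold between P6 and 8 weeks, the mice of both ages did not overlap for 2865. Over all genes tested this held for 5206, a share that chance gives for 0.000309% of genes. The largest falls were of Prdm13, from 10.1 ± 7.49 CPM (SD, n = 10) at P6 to 0.00999 ± 0.0190 CPM (n = 12) at 8 weeks, Nhlh1, from 30.4 ± 20.9 CPM to 0.0439 ± 0.0505 CPM, BC100530, from 1.89 ± 0.871 CPM to 0, Pax2, from 13.2 ± 8.33 CPM to 0.0276 ± 0.0276 CPM, and Gm2861, from 2.23 ± 1.48 CPM to 0.00300 ± 0.0104 CPM. The largest rises were of Etnppl, from 0.00605 ± 0.0128 CPM to 27.9 ± 9.53 CPM, Igha, from 0 to 3.25 ± 2.92 CPM, Dao, from 0.0430 ± 0.0652 CPM to 11.5 ± 6.51 CPM, Gm37069, from 0.00258 ± 0.00815 CPM to 1.49 ± 0.561 CPM, and Rpe65, from 0.00830 ± 0.0191 CPM to 1.81 ± 1.07 CPM.

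The genes that the paper measured by qPCR as markers of other cells were read in the microglial libraries. Gfap was at 57.8 ± 17.2 CPM at P6, 51.5 ± 16.4 CPM at P15 and 23.8 ± 7.51 CPM at 8 weeks, and 129 CPM in P6 female 6. Aqp4 was at 93.2 ± 28.1, 212 ± 114 and 141 ± 51.9 CPM, and 257 CPM in that mouse. Olig2 was at 36.7 ± 13.7, 22.4 ± 13.9 and 15.3 ± 6.06 CPM (112 CPM), Sox10 at 20.6 ± 9.20, 17.7 ± 15.6 and 5.53 ± 3.41 CPM (81.7 CPM), Syt1 at 29.1 ± 9.65, 47.6 ± 22.3 and 27.4 ± 14.7 CPM (157 CPM), Nefl at 18.6 ± 5.35, 22.3 ± 7.37 and 13.5 ± 4.38 CPM (86.8 CPM), Cldn5 at 17.7 ± 9.44, 24.5 ± 13.3 and 24.2 ± 12.4 CPM (30.2 CPM) and Esam at 11.0 ± 4.63, 13.6 ± 6.81 and 12.3 ± 5.43 CPM (16.0 CPM). From P6 to 8 weeks the log2FC was −1.31 for Gfap (edgeR FDR = 1.00e-07), 0.59 for Aqp4 (FDR = 0.0445), −1.30 for Olig2 (FDR = 9.21e-05), −1.93 for Sox10 (FDR = 1.29e-05) and −0.48 for Nefl (FDR = 0.0279). The changes of Syt1 (−0.11, FDR = 0.739), Cldn5 (0.42, FDR = 0.221) and Esam (0.14, FDR = 0.677) were not significant.

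Of the other marker sets, the largest rise from P6 to 8 weeks was that of neutrophil and lymphocyte markers, by 2.27 on the log2 scale (two-sided permutation test, p = 1e-05, adjusted p = 3.2e-05, 12 of 12 mice above every P6 mouse). Those of S phase fell by 3.48 and those of G2 and M phase by 4.58 (two-sided permutation tests, p = 1e-05 each, adjusted p = 3.2e-05, 12 of 12 mice below every P6 mouse). Fibroblast markers fell by 2.18 and astrocyte markers rose by 0.999 (permutation tests, p = 1e-05 and adjusted p = 3.2e-05 for both, 12 of 12 mice). Markers of dissociation rose by 0.663 (permutation test, p = 4e-05, adjusted p = 1e-04, 11 of 12 mice above every P6 mouse).

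Of 45 comparisons of marker sets between sexes, 2 passed Benjamini-Hochberg adjustment. These were monocyte and macrophage markers at 8 weeks, described with the autosomal genes above, and markers that escape X inactivation at P15. The latter were lower in males, with a difference of −0.755 (exact permutation test, p = 0.00216, adjusted p = 0.0487, 6 of 6 males below every female). Whether either difference varied between ages was not tested.

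Without a fold threshold, Il10 was called between sexes at P6, higher in males (log2FC 2.00, edgeR FDR = 0.00209). Of 100 splits of the P6 mice into groups of the same sizes, 5 gave as many genes as the 9 called without a threshold, with 746 in the largest, and of the 16 splits within same-numbered pairs 1 did, so that this call may be due to chance. At P15, Gm10800 (log2FC 5.06, FDR = 0.0274) and Gm21738 (log2FC 5.39, FDR = 0.0437) were called higher in males, and Kdm6a (−1.22, FDR = 0.00244) and Eif2s3x (−0.87, FDR = 1.03e-05) of chromosome X lower. At P15, 2 of the 32 splits gave as many genes as the 12 called, with 133 in the other.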
